# Inhibition of NOS1 promotes the interferon response of melanoma cells

**DOI:** 10.1186/s12967-022-03403-w

**Published:** 2022-05-10

**Authors:** Xi Chen, Zhiwei Zou, Qianli Wang, Wenwen Gao, Sisi Zeng, Shuangyan Ye, Pengfei Xu, Mengqiu Huang, Keyi Li, Jianping Chen, Zhuo Zhong, Qianbing Zhang, Bingtao Hao, Qiuzhen Liu

**Keywords:** CRISPR/Cas9, Bioinformatics, NOS1, Metabolism, Interferon, Melanoma

## Abstract

**Background:**

NOS1 expression predicts poor prognosis in patients with melanoma. However, the molecular function of NOS1 in the type I IFN response and immune escape of melanoma is still unknown.

**Methods:**

The CRISPR/Cas9 system was used to generate NOS1-knockout melanoma cells and the biological characteristics of NOS1-knockout cells were evaluated by MTT assay, clonogenic assay, EdU assay, and flow cytometric assay. The effect on tumor growth was tested in BALB/c-nu and C57BL/6 mouse models. The gene expression profiles were detected with Affymetrix microarray and RNA-seq and KEGG (Kyoto Encyclopedia of Genes and Genomes) and CLUE GO analysis was done. The clinical data and transcriptional profiles of melanoma patients from the public database TCGA (The Cancer Genome Atlas) and GEO (Gene Expression Omnibus, GSE32611) were analyzed by Qlucore Omics Explorer.

**Results:**

NOS1 deletion suppressed the proliferation of melanoma A375 cells in culture, blocked cell cycling at the G0/G1 phase, and decreased the tumor growth in lung metastasis nodes in a B16 melanoma xenograft mouse model. Moreover, NOS1 knockout increased the infiltration of CD3+ immune cells in tumors. The transcriptomics analysis identified 2203 differential expression genes (DEGs) after NOS1 deletion. These DEGs indicated that NOS1 deletion downregulated mostly metabolic functions but upregulated immune response pathways. After inhibiting with NOS1 inhibitor N-PLA, melanoma cells significantly increased the response to IFN$$\upalpha $$ by upregulation expression of IFN$$\upalpha $$ simulation genes (ISGs), especially the components in innate immune signaling, JAK-STAT, and TOLL-LIKE pathway. Furthermore, these NOS1-regulating immune genes (NOS1-ISGs) worked as a signature to predict poor overall survival and lower response to chemotherapy in melanoma patients.

**Conclusion:**

These findings provided a transcriptional evidence of NOS1 promotion on tumor growth, which is correlated with metabolic regulation and immune escape in melanoma cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-022-03403-w.

## Background

Endogenous nitric oxide (NO) produced by three isoforms of nitric oxide synthase (NOS1, NOS2 and NOS3) is involved in a broad spectrum of physiological and pathological activities such as immune responses, neurotransmission, and smooth muscle relaxation [1, 2]. NOS genes are abnormally up-regulated in various cancers and the increased expression is correlated with poor survival [3, 4]. NOSs regulate multiple biological functions including autophagy, metabolism and proliferation by producing a low level of nitric oxide in tumors [5–7]. Nitric oxide produced by NOSs exerts dual functions in a cGMP-dependent or cGMP-independent manner [8–10]. In the cGMP-dependent manner, nitric oxide reacts with the active site of soluble guanylate cyclase, leading to enzymatic activation and subsequent activation of MAPK cascade [11, 12]. The cGMP-independent pathway is commonly through modification of target proteins [9, 13]. NO-nitrosylated cysteine residues of proteins altered functional properties of energy metabolism such as mitochondrial respiration/proliferation and reactions of glucose metabolism [13, 14]. NO can react with superoxide anions to yield peroxynitrite, which nitrates with amino acids to form nitrotyrosine (nitration) and leads to the downregulation of the JAK/STAT pathway, contributing to IFN$$\upalpha $$ tolerance of tumor cells [15].

More and more studies indicated that NOS2 expressed in tumor-infiltrating immune cells such tumor associated macrophages (TAMs) and myeloid-derived suppressor cells (MDSCs) play a critical role in cancer immune modulation [5, 16]. NOS2-derived NO inhibits the proliferation of effector T cells and downregulation of IFN$$\upgamma $$ productions, but promotes the differentiation of regulatory T cells in tumor microenvironment [17]. The expression and function of the three isoforms of NOS differ in different cell types [4]. NOS1 is a calcium-dependent, constitutively expressed nitric oxide synthase that can produce low levels of nitric oxide in a variety of tissues and tumors [17]. Unlike the other two isoforms, NOS1 interacts with target proteins through its unique PDZ domain, which ensures the effectiveness and selectivity of the NOS1 function [18, 19]. Our study showed that NOS1 bound with the key enzyme of glycolysis and modulated metabolic rewiring in ovary cancer progression [20]. In melanoma, we found NOS1 expression correlated negatively with phosphorylation of STAT1 in IFN$$\upalpha $$ signal of patients PBMCs and predicted poor response to adoptive T cell therapy [21]. Recently, we found that NOS1 inhibited the IFN$$\upalpha $$ response through binding and S-nitrolating histone deacetylase HDAC2 [22].

Here, we generated NOS1-knockout melanoma cells to explore the role of NOS1 on melanoma growth and interferon response, and provide possible mechanisms through global transcription analysis.

## Methods

### Cell culture

Human melanoma A375 cell line and murine melanoma B16 cell line were maintained in our laboratory. Cells were cultured in RPMI-1640 medium (Gibco, Gaithersburg, MD, USA) supplemented with 10% fetal bovine serum (BI, Salt Lake City, UT, USA), and maintained at $$37\;^{\circ }\hbox {C}$$ in a humidified atmosphere of 5% CO2.

### Plasmid construction

CRISPR/Cas9 Plasmid p2u6 was approved by Zhili Rong, Ph.D. [23] The gRNAs were designed using the online software (http://crispr.mit.edu). The gRNAs were amplified by PCR using Q5 High-Fidelity DNA Polymerase (NEB). To construct plasmids, PCR products and Plasmid p2u6 linearized by BaeI digestion were used for Gibson assembly (NEBuilder HiFi DNA Assembly Master Mix). The sequence of gRNAs is listed in Table 1.

**Table 1:** Sequences of the single guide RNAs (gRNAs)

gRNA name	Sequence (5’–3’)
gRNA1	CAGCGCGAGGCATTCCGCC
gRNA2	CTATCAGATGATGGTCACG

### DNA extraction and genotyping

The genomic DNA was extracted from the cell using an SDS lysis buffer. The genomic DNA was subjected to PCR amplification to identify the mutations. The mutation was confirmed by sequencing the PCR product, and the primers used are listed in Table 2.

**Table 2:** Sequence of the primers used for genotyping

Primer name	Forward primer (5’–3’)	Reverse primer (5’–3’)
NOS1	CCCACATGGAAAGGCTGGAA	AGAGCTGGCTGTGATCTTGG

### Western blotting

Total protein was extracted by a Protein Extraction Kit (Fude, Hangzhou, CN). The concentration in each sample was determined using the Bradford assay (Beyotime, Shanghai, CN). Equal amounts of proteins were separated on 8–15% SDS-PAGE. Then the samples were transferred to PVDF membranes (Millipore, USA) and blocking with 5% BSA for 1h. Before corresponding with HRP-conjugated secondary antibodies, the membranes were incubated with the primary antibodies, anti-NOS1 (Abcam, Cambridge, MA, USA) at a 1:1000 dilution and GAPDH (Proteintech, Wuhan, CN) at a 1:5000 dilution, respectively. Then, the immunoreactive bands were visualized by chemiluminescence (Bio-Rad, USA).

### MTT assay

Cells were implanted into 96-well plates and cultured overnight. The next day, 10 $$\upmu $$l 5 mg/ml MTT (Sigma-Aldrich, St. Louis, USA) was added to each well. After incubated for 2–4 h at 37 $$^{\circ }\hbox {C}$$, 100$$\upmu $$l of DMSO was added to each well. Swirl gently for 15min at RT. After purple precipitate was fully dissolved, record absorbance at 490nm by BioTek Instruments (Winooski, VT, USA).

### Colony formation assay

Cells were implanted into 6-well plates. Fresh medium was added to plates every 3 days. On day 10, cells were stained with 0.005% crystal violet and photographed after fixed with 4% paraformaldehyde for 15min.

### EdU assay

Cells were implanted into 96-well plates and cultured overnight. The next day, $$50 \; \upmu $$M EdU was added to each well for 2h at $$37 \; ^{\circ }\hbox {C}$$. Subsequently, the cells were fixed with 4% paraformaldehyde for 30min. Then, incorporated EdU was detected using the Cell-Light EdU Apollo 567 in Vitro Kit (RiboBio, Guangzhou, CN).

### Flow cytometry cell cycle analysis

Cells were pelleted and washed with ice-cold PBS buffer, then incubated with PI staining solution at $$4 \; ^{\circ }\hbox {C}$$ for 30min. The cell-cycle distribution was determined by FACS Aria Flow cytometer (Beckton Dickson, San Jose, CA, USA). PI staining solution: 25mg PI + 25mg Sodium Citrate + 5 mg RNase A + 750 ml Triton X-100 in 250 ml ddH$${}_2$$O.

### Animal experiments

All animals in this study, C57BL/6 mice and BALB/c-nu mice (Female, 6weeks old), were all purchased from Guangdong Medical Laboratory Animal Center.

Tumor xenograft assay was performed as described below. Briefly, $$5\times 10{}^6$$ A375 cells (NOS1 KO or WT) were injected subcutaneously into BALB/c-nu mice($$\hbox {n}=5$$). Tumor size was measured by caliper every 3 days. And tumor volume was calculated according to the following equation: tumor volume (mm$${}^3$$) = (length (mm) $$\times $$ width$${}^2$$ (mm$${}^2$$)) $$\times \; 0.5$$. The xenograft experiment was terminated when tumors were no more than 1400 mm$${}^3$$ in volume.

To construct lung metastasis models of melanoma, $$5\times 10{}^5$$ B16 cells (NOS1 KO or WT) were intravenously injected into C57BL/6 mice ($$\hbox {n}=7$$). Mice were euthanized on day 11 post-injection, and lung tissue was isolated and photographed. Paraffin sections 5 ($$\upmu \hbox {m}$$) were stained with H&E, examined by microscopy and photographed.

### Real-time PCR

Total RNA was isolated using an RNAiso Plus reagent (Takara, Shiga, Japan) and reverse-transcribed using a PrimeScript RT kit (Takara). Then, TB Green Premix Ex Taq II (Takara) and LightCycler 96 System (Roche Life Science) were performed on quantitative real-time PCR (qPCR) analyses. Gene expressions were calculated using the comparative $$2{}^{-\Delta \Delta CT}$$ method. The primer sequences for qPCR are listed in Table 3.

**Table 3:** Sequence of the primers used for verifying JAK-STAT pathway

Gene name	Forward primer (5’–3’)	Reverse primer (5’–3’)
GAPDH	CTCCAAAATCAAGTGGGGCG	TGGTTCACACCCATGACGAA
IL13RA2	AAAGTTCAGGATATGGATTGCGT	GAAGTACACCTATGCCAGGTTTC
SPRY4	TCTGACCAACGGCTCTTAGAC	GTGCCATAGTTGACCAGAGTC
PIK3R3	TACAATACGGTGTGGAGTATGGA	TCATTGGCTTAGGTGGCTTTG
LIF	CCAACGTGACGGACTTCCC	TACACGACTATGCGGTACAGC
IFNAR2	TCATGGTGTATATCAGCCTCGT	AGTTGGTACAATGGAGTGGTTTT
CCND1	GCTGCGAAGTGGAAACCATC	CCTCCTTCTGCACACATTTGAA
IL24	CACACAGGCGGTTTCTGCTAT	TCCAACTGTTTGAATGCTCTCC
EPOR	ACCTTGTGGTATCTGACTCTGG	GAGTAGGGGCCATCGGATAAG
IRF9	GCCCTACAAGGTGTATCAGTTG	TGCTGTCGCTTTGATGGTACT
IFNGR2	CTCCTCAGCACCCGAAGATTC	GCCGTGAACCATTTACTGTCG
IFNAR1	AACAGGAGCGATGAGTCTGTC	TGCGAAATGGTGTAAATGAGTCA
JAK1	CTTTGCCCTGTATGACGAGAAC	ACCTCATCCGGTAGTGGAGC

### RNA extraction, ss-cDNA synthesis and microarray analysis

Total RNA was extracted by TRIzol (Invitrogen, CA) and purified with NucleoSpin miRNA (Macherey-Nagel, Duren, DE). Target preparation for microarray processing was carried out according to the GeneChip WT PLUS Reagent Kit. A total of 500 ng RNA was used for a double-round of cDNA synthesis. The cDNAs were fragmented, biotinylated, and hybridized to the Affymetrix Clariom S Assay human (Affymetrix, Santa Clara, CA). Following hybridization, the microarrays were washed and stained with Streptavidin Phycoerythrin on the Affymetrix Fluidics Station 450. Microarrays were scanned by using Affymetrix GeneChip Command Console (AGCC, Thermo Fisher Scientific, Inc) which installed in GeneChip Scanner 3000 7G. The microarray data are deposited in the GEO database with the accession GSE166287.

The data were analyzed with Robust Multichip Analysis (RMA) algorithm using default analysis settings and global scaling as normalization method Values presented are log2 RMA signal intensity. Normalized data were further analyzed using a moderated t-test to screen out the DEGs (differentially expressed genes) with Fold Change $$>1.2$$ or $$<-1.2$$, $$\hbox {FDR}<0.05$$. The volcano plot was constructed using the R studio web server iBio Tools v5.0. Kyoto Encyclopaedia of Genes and Genomes pathway enrichment analyses of DEGs were performed by the KOBAS online database(http://kobas.cbi.pku.edu.cn/kobas3). Cluego plug-in in Cytoscape software (3.8 version) was used for showing the ClueGO network diagram. GSEA software(https://www.gsea-msigdb.org/gsea/index.jsp) was used to perform the gene set enrichment analysis. A normalized enrichment score (NES) and p-value $$<0.05$$ were used to determine statistical significance.

### RNA extraction, library preparation, Illumina Hiseq xten/Nova seq 6000 Sequencing and RNA-seq data analysis

Total RNA was extracted using TRIzol (Invitrogen) and genomic DNA was removed using DNase I (TaKara). A total of $$1 \;\upmu \hbox {g}$$ mRNA was isolated following the TruSeq RNA sample preparation kit (Illumina, San Diego, CA). The double-stranded cDNA was synthesized using a SuperScript double-stranded cDNA synthesis kit (Invitrogen, CA). Then, the synthesized cDNA was degraded and selected. After quantified by TBS380, paired-end RNA-seq sequencing library was sequenced with the Illumina HiSeq xten/NovaSeq 6000 sequencer. The RNA-seq data are deposited in the SRA database with the accession PRJNA700578. The raw paired-end reads were analyzed by SeqPrep (https://github.com/jstjohn/SeqPrep) and Sickle (https://github.com/najoshi/sickle) with default parameters. Then clean reads were separately aligned using TopHat (http://tophat.cbcb.umd.edu/, version2.0.0) software.

DEGs were screened by R statistical package software EdgeR (Empirical Analysis of Digital Gene Expression in R, http://www.bioconductor.org/packages/2.12/bioc/html/edgeR.html) with Fold Change $$>1.2$$ or $$<-1.2$$, $$\hbox {FDR}<0.05$$. Kyoto Encyclopaedia of Genes and Genomes pathway enrichment analyses of DEGs were performed by the KOBAS online database(http://kobas.cbi.pku.edu.cn/kobas3).

Clinical data were all performed using the NCI BRB-Array tool [24] and Qlucore Omics Explorer 3.2 (https://www.genomeweb.com/resources/new-product/qlucore-omics-explorer-32).

### Statistical analysis

The Student’s t-test was used to analyze the two-sample comparison. A p-value $$<0.05$$ was considered to be statistically significant. The values are expressed as the mean values ±S.D. All the statistical analyses were performed using Prism software, version 8.0 (GraphPad, Inc, San Diego, CA, USA).

## Results

### NOS1 deletion suppresses the growth of melanoma cells

To generate NOS1-deleted melanoma cell lines, we constructed a CRISPR/Cas9 plasmid with a gRNAs targeting the exon six of NOS1 gene (Fig. 1A and Additional file 1: Fig. S1) and transfected into A375 cells. Six clones with NOS1 mutated alleles were selected with puromycin and four clones (A2, A4, A5, and A6) were identified mutated successfully by PCR assay (Fig. 1B). Western blot assay confirmed that NOS1 expression was completely abolished in the A5 clone (Fig. 1C), and Sanger sequencing analysis showed a 180bp deletion and one site mutation at NOS1 alleles (Fig. 1D). Thus, we generated a NOS1-knockout melanoma cell line NOS1-KO A375 (clone A5) for the following experiments.

**Fig. 1:**
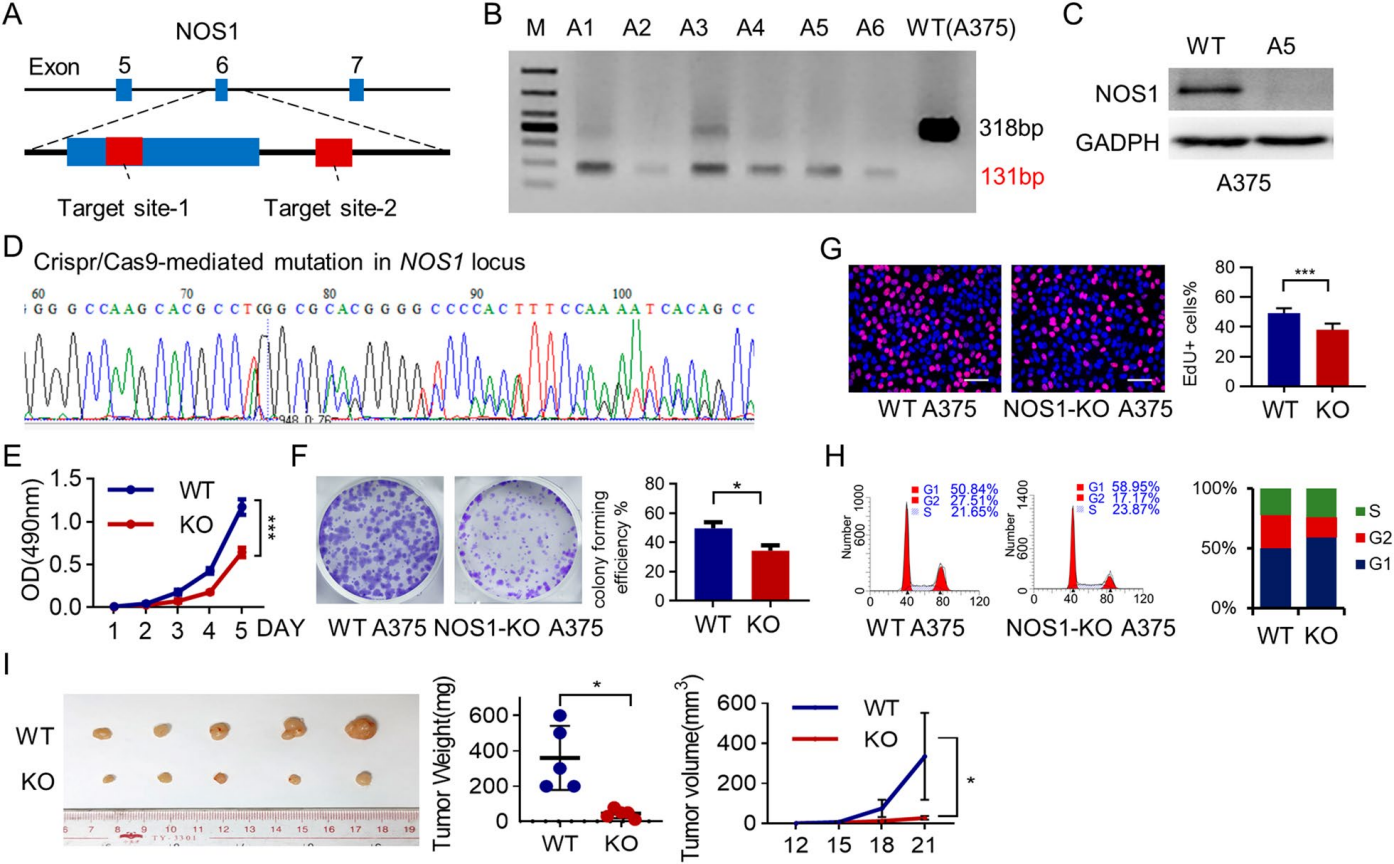
NOS1 is essential for cell proliferation and tumor growth of melanoma. ** A** Schematic diagram of NOS1-targeting guide RNA (gRNA) sequences. ** B** Knockout of NOS1 gene was confirmed by PCR assay with 131bp compare to 318bp in wide-type allele. A2, A4, A5 and A6 clone displayed NOS1 deletion. ** C** Western blot showed that NOS1 knockout in A5 clone. ** D** The sequence analysis confirmed A5 clone with 180bp deletion and 1bp mutation. ** E** MTT assay showed NOS1-KO cells grow slower than WT cells (***$$\hbox {p}<0.001$$). ** F** Plate formation assay indicated the clone number of NOS1-KO group was less than WT group. (*$$\hbox {p} < 0.05$$). ** G** The reprehensive image (left panel ) of EdU staining(red) for proliferation cells of NOS1-KO and WT cells , and the proliferation cells was decreased in NOS1-KO cells compared to WT cells (right panel) (Scale bars, $$500 \; \upmu \hbox {m}$$. ***$$\hbox {p} < 0.001$$). ** H** Flow cytometry assay (PI staining) showed cell cycle was blocked at G1 phase by NOS1-KO.** I** The tumors of NOS1-KO and WT A375 in BALB/c-nu mouse at the termination of experiment (n = 5, left panel). The tumor weight (middle panel) and tumor growth curves (right panel) in NOS1-KO group were lower than WT group (*$$\hbox {p} < 0.05$$)

First, we detected the effect of NOS1 deletion on cell growth in culture using the MTT assay and clone formation assay. The data showed that the proliferation rate and the clonogenic ability of NOS1-KO A375 cells decreased by about 50% compared to WT cells (Fig. 1E, Fig. 1F, $$\hbox {p}<0.001$$, $$\hbox {p}<0.05$$). Harvesting the exponential growth cells and staining with EdU, we compared the number of EdU positive (EdU+) cells between NOS1-KO A375 cells with control cells. NOS1 deletion decreased the proliferation of A375 cells (Fig. 1G). Cell cycle analysis with PI staining showed that the G1, G2, and S-phase were 58.95%, 17.17%, and 23.87% in NOS1-KO cells and 50.84%, 27.51%, and 21.65% in WT A375 (Fig. 1H), indicating NOS1 knockout may reduce G1/S phase transition and prevent cell proliferation.

The xenograft mouse model experiment (NOS1-KO and WT A375 cells in BALB/c-nu mice, five mice for each genotype) showed that NOS1 deletion dramatically reduced the tumor sizes, which were measured by three diameters and tumor weights, ($$\hbox {p} < 0.05$$, Fig. 1I). These results suggested that NOS1 is essential for melanoma cell growth, especially for xenograft tumors.

### NOS1 deletion downregulated cancer-associated metabolic pathways

We next explored the effect of NOS1 deletion on the transcription profile of melanoma A375 cells. 

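The microarray experiment compared WT A375 cells, a human melanoma cell line, with NOS1-KO A375 cells, and 3 arrays were used per group. The signal of NOS1, the gene targeted by the guide RNAs, was 5.08, 4.92 and 4.81 (log2) on the WT arrays and 5.34, 5.16 and 5.37 on the NOS1-KO arrays, a log2 fold change of 0.36 that was not called (standard error 0.11, adjusted p = 0.0789 from limma). All these NOS1 values were dim, under the array medians of 6.61 to 6.65. Where the NOS1 probes lie against the deleted part of the gene is not given in the sources used here, so this signal checks neither the knockout nor the labels. The other NO synthase genes were not called either, with log2 fold changes of 0.10 for NOS2 (adjusted p = 0.617) and 0.20 for NOS3 (adjusted p = 0.35), and the reference gene GAPDH was at 13.29 ± 0.05 (SD, n = 3) in WT and 13.41 ± 0.09 (SD, n = 3) in NOS1-KO cells. RNA was measured on Affymetrix Clariom S human arrays. The values used here are the log2 RMA signals made by the authors with global scaling, taken as deposited. The medians of the 6 arrays lay between 6.61 and 6.65 after this scaling. The test covered 21448 transcript clusters, the gene-level units of this array, after 5741 control features had been left out. Groups were compared with limma, and a gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 with a fold change over 1.2, the thresholds in the methods. The 48 gene lists described with the results, the tests and the rule for naming genes were fixed before the data were examined. Several lists, such as purine metabolism, focal adhesion and JAK-STAT signaling, cover pathways that the paper reports from these same arrays. Those lists are not independent evidence for these pathways. A list was tested with camera, a test in limma that compares the members of a list with all other genes, at a preset correlation of 0.01 between its members, and its p was adjusted over the 48 lists. Lists share members, so that they are not independent of each other. The labels call the arrays of a group biological replicates, but no source used here says that they came from separate cultures, so p-values measure the spread between these samples, which may be technical. All 3 NOS1-KO arrays carry 1 knockout line, so that the effect of NOS1 and other traits of that line are not separable on these arrays, and the number of arrays limits the precision of every value.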

Using Affymetrix microarray, we identified 2203 differentially expressed genes (DEGs) in NOS1-deleted cells, including 1138 downregulated and 1065 upregulated genes (cutoffs of $$\hbox {p} < 0.05$$ and $$\hbox {FC} \ge 1.2$$ or $$\le 1.2$$; Fig. 2A). 

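In NOS1-KO cells, 977 transcript clusters were higher and 1049 were lower than in WT cells, and the change was over 2-fold for 125 of the higher and 45 of the lower ones. The largest rise was that of CXCL8, which encodes the chemokine interleukin-8, from 6.86 ± 0.13 (SD, n = 3) to 10.05 ± 0.07 (SD, n = 3) on the log2 scale, a 9.10-fold change (log2 fold change 3.19, standard error 0.105, adjusted p = 2.41e-06 from limma). TRAF1, an adaptor of TNF receptor signaling, rose by 2.98 (standard error 0.118, adjusted p = 6.98e-06), and NCAM1, a neural cell adhesion molecule, by 2.79 (standard error 0.139, adjusted p = 1.43e-05). The other genes with the largest rises were IL13RA2, MGP (2.60), PCDH7 (2.58), LOXL4 (2.28), PROX1 (2.23), ITIH5 (2.20) and CEMIP (2.01), of which PROX1 lies in the later part of chromosome 1, where 361 genes outside the dimmest 33.3% of features had a median log2 fold change of 0.159. The largest fall was that of MGST1, a microsomal glutathione transferase, from 9.15 ± 0.17 (SD, n = 3) to 6.09 ± 0.42 (SD, n = 3), a log2 fold change of −3.06 (standard error 0.194, adjusted p = 5.68e-05). SSX2B, one of a family of near-identical cancer-testis genes that this array may not tell apart, fell by 2.66. The other large falls were those of TRHDE (−2.55), ASS1, MGAM2 (−2.20), DMKN (−1.97), CDCP1 (−1.94), ZFP42 and MIR99AHG (−1.92 each) and OR51B5 (−1.88). CDCP1 lies in a stretch of chromosome 3 whose genes were lower together in NOS1-KO cells, with a median log2 fold change of −0.352 over 348 genes chosen the same way. At an unadjusted p under 0.05 and a fold change of at least 1.2, the thresholds in the results text, 2251 transcript clusters were higher and 2511 were lower. The calls at adjusted p were 560 higher and 529 lower without WT replicate 2, and 507 and 429, 528 and 608, and 559 and 594 without NOS1-KO replicates 1, 2 and 3. The methods' t-test, named there for general comparisons and not for the arrays, called 1685 higher and 1904 lower at an unadjusted p under 0.05, and 416 and 334 after Benjamini-Hochberg adjustment.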

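Among 79 measured genes of ECM-receptor interaction, 18 were higher in NOS1-KO cells, 4 were lower and 57 were not called (24 higher and 4 lower when adjusted over the list alone). Their median log2 fold change was 0.145, with an adjusted p = 5.13e-05 from camera, against an adjusted p = 0.0721 with an estimated correlation. LAMA1, a laminin chain, rose 3.33-fold (log2 fold change 1.74, standard error 0.131, adjusted p = 0.000135 from limma), and FN1, which encodes fibronectin, rose by 1.27 on the log2 scale (standard error 0.105, adjusted p = 0.000196). LAMA1 was dim in both groups, under the array medians of 6.61 to 6.65. TNC, which encodes tenascin, rose by 1.00 (standard error 0.099, adjusted p = 0.000511), while SDC1, the proteoglycan syndecan-1, fell by 0.77. The list of cell adhesion molecules held 65 measured genes, of which 13 were higher, 4 lower and 48 not called (13 and 4 when adjusted over the list alone). Its median was 0.103 and its camera adjusted p = 0.00251, against an adjusted p = 0.0721 with an estimated correlation. CADM3 rose by 1.57 and lies in the later part of chromosome 1 where the median log2 fold change was 0.159, and NECTIN3 fell by 0.90 and lies in the chromosome 3 stretch with a median of −0.352. In focal adhesion and actin, 7 of 61 measured genes were higher, 2 were lower and 52 were not called (8 and 3 when adjusted over the list alone; 1 to 4 higher and 2 to 3 lower with 1 array left out). Among the called genes were TNS3, a tensin, at 0.69 and FERMT1, a kindlin, at −1.08. The shift of this list, with a median of 0.084, did not pass the threshold (camera adjusted p = 0.0863). Of 23 measured genes that report activity of the MAPK pathway, the growth signal driven by mutant BRAF in many melanomas, 11 were higher and 12 were not called (13 higher and 3 lower when adjusted over the list alone). Their median was 0.35 (camera adjusted p = 2.68e-06, and adjusted p = 0.138 with an estimated correlation). EGR1, a transcription factor induced by ERK, rose from 8.10 ± 0.21 (SD, n = 3) to 9.95 ± 0.12 (SD, n = 3), a log2 fold change of 1.85 (standard error 0.127, adjusted p = 8.6e-05). For focal adhesion, camera gave an adjusted p = 0.0466 without the dimmest 33.3% of features and between 0.0571 and 0.248 with 1 array left out, and fry, which tests a list against no change and not against other genes, gave an adjusted p = 0.0408.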

KEGG analysis showed that the top ten pathways of downregulated DEGs are enriched in metabolic processes, while the top ten pathways of upregulated DEGs were involved in cancer signaling pathways cellular interaction, and focal adhesion (Fig. 2B).

**Fig. 2:**
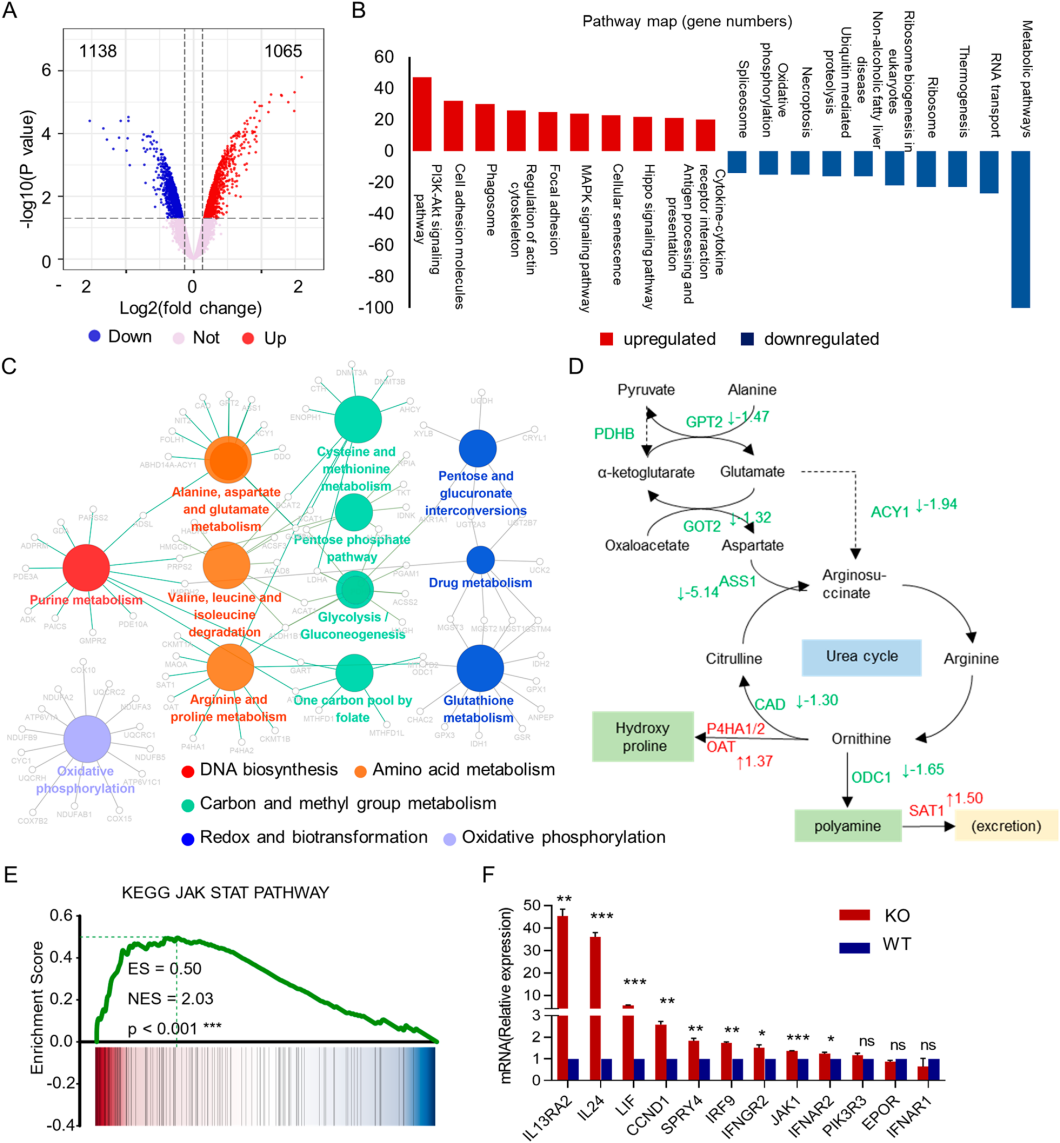
NOS1 deletion disturbed multiple metabolic pathways in melanoma cells. ** A** Volcano plot of the transcriptional data. X- axis: log2FC, Y-axis: –log10 (p-value). Red: upregulated gene, blue: downregulated gene. ** B** KEGG analysis displays the up and down pathways (top ten) of NOS1-KO differential expression genes. X-axis: the number of enriched gene, Y-axis: KEGG pathway. ** C** CLUE GO analysis indicated the metabolic pathways enriched genes are involved in macr omolecules biosynthesis. ** D** The schematic diagram of DEGs in urea cycle. Red: upregulated gene, Green: downregulated gene. ** E** GSEA showed JAK-STAT signaling pathway up-regulated by NOS1 deletion. ** F** qPCR validated the expression of 12 genes in JAK-STAT signal

The top one is metabolic pathways, which involved 164 genes. 

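Among 91 measured genes of oxidative phosphorylation, 15 were lower in NOS1-KO cells and 76 were not called (1 higher and 23 lower when adjusted over the list alone; 5 to 12 lower with 1 array left out). The median log2 fold change over these genes was −0.094 (camera adjusted p = 0.000547, and adjusted p = 0.38 with an estimated correlation). COX7B2, a subunit of cytochrome c oxidase, fell from 5.03 ± 0.09 (SD, n = 3) to 3.53 ± 0.22 (SD, n = 3), a log2 fold change of −1.50 (standard error 0.127, adjusted p = 0.000218 from limma), and PPA1, a pyrophosphatase, fell by 0.73 (standard error 0.121, adjusted p = 0.0063). COX7B2 was dim in both groups, under the array medians of 6.61 to 6.65, and these 2 genes do not stand for the whole list. In glycolysis, 8 of 45 measured genes were higher, 2 were lower and 35 were not called (8 and 2 when adjusted over the list alone; 5 to 7 higher and 0 to 1 lower with 1 array left out, with none lower in 5 of the 6 fits). Over the list, the median was 0.099 (camera adjusted p = 0.00808, and adjusted p = 0.255 with an estimated correlation). SLC2A3, a glucose transporter, rose by 0.90 (standard error 0.113, adjusted p = 0.00169), and PFKFB3, which makes an activator of phosphofructokinase, rose by 0.87 (standard error 0.119, adjusted p = 0.0027). The pentose phosphate pathway had 2 of 27 measured genes higher, 3 lower and 22 not called (2 and 6 when adjusted over the list alone; 0 to 2 higher with 1 array left out), and the list did not shift (median −0.003, camera adjusted p = 0.599). Its largest fall was that of TKT, transketolase, at −0.725, which lies in the chromosome 3 stretch with a median of −0.352. Of the genes in these lists that were lower, the stretch holds 2 of the 15 in oxidative phosphorylation, 1 of the 2 in glycolysis and 1 of the 3 in the pentose phosphate pathway. In glutathione and phase II metabolism, the list of redox and biotransformation genes, 8 of 60 genes were higher, 9 were lower and 43 were not called (9 and 18 when adjusted over the list alone). The list did not shift, with a median of 0.015, a mean of −0.093 and a camera adjusted p = 0.373. AKR1C2, an aldo-keto reductase, rose by 1.04 and IDH1, a source of NADPH, by 0.84, while SLC7A11, the cystine importer, fell by 0.78 and ANPEP, an aminopeptidase, fell by 1.21. This list was called lower by fgsea (adjusted p = 0.00623, against 0.23 to 0.494 by camera with 1 array left out).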

Network analysis using the CLUEGO of Cytoscape software showed that these metabolic genes were associated with twelve metabolic pathways, including purine metabolism, amino acid metabolism, carbon metabolism, and redox balance or biotransformation (Fig. 2C). Thus, transcription data and cell experiments in vitro indicated that NOS1 expression plays a role in cell cycle regulation of melanoma cells.

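Of 87 measured genes of purine metabolism, 1 was higher in NOS1-KO cells, 9 were lower and 77 were not called (2 and 9 when adjusted over the list alone). Their median log2 fold change was −0.085 (camera adjusted p = 0.0133, and adjusted p = 0.216 with an estimated correlation). ADSL, adenylosuccinate lyase, fell from 9.57 ± 0.05 (SD, n = 3) to 8.85 ± 0.04 (SD, n = 3), a log2 fold change of −0.73 (standard error 0.092, adjusted p = 0.00173 from limma), and GART, which catalyzes early steps of purine synthesis, also fell by 0.73 (standard error 0.114, adjusted p = 0.00513). PDE3A, a cyclic nucleotide phosphodiesterase in the same list, rose by 0.95 (standard error 0.119, adjusted p = 0.00159). Pyrimidine metabolism, with 44 measured genes, had 2 lower, DHODH and DCTPP1, and 42 not called (0 to 2 lower with 1 array left out, with none in 3 of the 6 fits), and none passed when adjusted over the list alone (12 were lower at an unadjusted p under 0.05 by limma, and the methods' t-test for general comparisons called none after adjustment). Its median was −0.156 (camera adjusted p = 0.00147, and adjusted p = 0.34 with an estimated correlation). One-carbon and serine metabolism, which feeds both, had 5 of 17 genes lower and 12 not called (8 lower when adjusted over the list alone). Its median was −0.171 (camera adjusted p = 0.000423, and adjusted p = 0.146 with an estimated correlation). In cysteine and methionine metabolism, 1 of 42 genes was higher, 6 were lower and 35 were not called (2 and 12 when adjusted over the list alone). The list had a median of −0.12 (camera adjusted p = 0.00402, and adjusted p = 0.138 with an estimated correlation). CTH, which makes cysteine from cystathionine, fell by 0.84 (standard error 0.099, adjusted p = 0.00128). The other amino acid lists did not shift. Alanine, aspartate and glutamate metabolism had 1 of 29 genes higher, 4 lower and 24 not called (1 and 7 when adjusted over the list alone; median −0.13, camera adjusted p = 0.0617). Arginine and proline metabolism had 4 of 53 higher, 8 lower and 41 not called (6 and 12 when adjusted over the list alone). The list had a median of −0.038, with a camera adjusted p = 0.31. MAOA, monoamine oxidase A, fell by 1.17 (standard error 0.123, adjusted p = 0.000713). Degradation of branched-chain amino acids had 1 of 45 higher, 5 lower and 39 not called (3 and 5 when adjusted over the list alone). The median came to −0.051, with a camera adjusted p = 0.196. BCAT1, which starts this degradation, fell by 0.84 (standard error 0.1, adjusted p = 0.00131). Without WT replicate 2, purine metabolism lost its call (adjusted p = 0.0529) and alanine, aspartate and glutamate metabolism gained one (adjusted p = 0.0474). The latter was also called by fgsea (adjusted p = 0.0367), by camera without the dimmest 33.3% of features (0.0217, with 0.0474 to 0.0947 when 1 array was left out) and by fry, which tests a list against no change (0.00257).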

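Of 35 measured genes of DNA replication, 10 were lower in NOS1-KO cells and 25 were not called (17 lower when adjusted over the list alone; 4 to 7 with 1 array left out). For the list, the median log2 fold change was −0.28 (camera adjusted p = 2.72e-07, and adjusted p = 0.0721 with an estimated correlation). Of 41 G1/S genes, 9 were lower and 32 were not called (17 lower when adjusted over the list alone; 3 to 6 lower and 0 to 1 higher with 1 array left out). Over the list, the median was −0.272 (camera adjusted p = 2.72e-07, and adjusted p = 0.154 with an estimated correlation). POLE2, a subunit of DNA polymerase epsilon, fell from 6.22 ± 0.20 (SD, n = 3) to 5.29 ± 0.24 (SD, n = 3), a log2 fold change of −0.93 (standard error 0.146, adjusted p = 0.0051 from limma). PRIM1, the primase subunit that starts new DNA strands, fell by 0.75 (standard error 0.124, adjusted p = 0.00628), and UNG, a uracil glycosylase expressed at G1/S, fell by 0.66 (standard error 0.119, adjusted p = 0.00935). CDKN1A, which encodes the CDK inhibitor p21, rose from 7.67 ± 0.06 (SD, n = 3) to 8.65 ± 0.12 (SD, n = 3), a log2 fold change of 0.98 (standard error 0.102, adjusted p = 0.000682). E2F4 fell by 0.56, and CDC25A, a phosphatase that activates CDKs at G1/S, fell by 0.80 and lies in the chromosome 3 stretch with a median of −0.352. DNA repair had 3 of 35 genes lower and 32 not called (3 lower when adjusted over the list alone; 0 to 3 with 1 array left out). The median came to −0.16 (camera adjusted p = 0.00166, and adjusted p = 0.255 with an estimated correlation). Among 50 G2/M genes, 1 was higher (GAS2L3, at 0.65), 1 was lower (CDCA2, at −0.40) and 48 were not called (1 higher and none lower when adjusted over the list alone). Their median was 0.049, with a camera adjusted p = 0.295. The cyclins and CDK inhibitors of G1 had 2 of 24 genes higher, 2 lower and 20 not called (2 and 4 when adjusted over the list alone). The list had a median of −0.041, with a camera adjusted p = 0.478. The call of CDCA2 ended without any array except WT replicate 1 (adjusted p = 0.0738 to 0.121). From the transcription data, together with its cell experiments in vitro (Fig. 1), the paper concludes that NOS1 takes part in regulating the cell cycle of melanoma cells.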

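ASS1, argininosuccinate synthase, which joins citrulline and aspartate on the way to arginine, fell in NOS1-KO cells from 7.85 ± 0.29 (SD, n = 3) to 5.49 ± 0.46 (SD, n = 3), a log2 fold change of −2.36 (standard error 0.223, adjusted p = 0.000413 from limma). GOT2, the mitochondrial aspartate transaminase, fell from 10.26 ± 0.10 (SD, n = 3) to 9.86 ± 0.01 (SD, n = 3), a log2 fold change of −0.40 (standard error 0.096, adjusted p = 0.0313). The cytosolic enzyme GOT1, at −0.08 (standard error 0.097, adjusted p = 0.662), and the alanine transaminase GPT, at 0.38 (standard error 0.141, adjusted p = 0.129), were not called. CAD, whose product carries the first 3 activities of pyrimidine synthesis, was at 9.21 ± 0.11 (SD, n = 3) in WT and 8.83 ± 0.13 (SD, n = 3) in NOS1-KO cells, and its log2 fold change of −0.38 was not called (standard error 0.11, adjusted p = 0.0605). ACY1, an aminoacylase, fell by 0.96 (standard error 0.118, adjusted p = 0.00154) and PDHB, a subunit of pyruvate dehydrogenase, fell by 0.51 (standard error 0.118, adjusted p = 0.0269), and both lie in the chromosome 3 stretch with a median of −0.352. GPT2, the mitochondrial alanine transaminase, was not analysed here. The call of GOT2 ended without any array except WT replicate 3 (adjusted p = 0.0842 to 0.1), and that of PDHB without any array except NOS1-KO replicate 1 (adjusted p = 0.0588 to 0.0903). CAD was called lower with a mean-variance trend in limma (adjusted p = 0.00923) and with each array centred on its median (0.0488), and its adjusted p with 1 array left out was 0.0587 to 0.19.

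**Figure D1:**
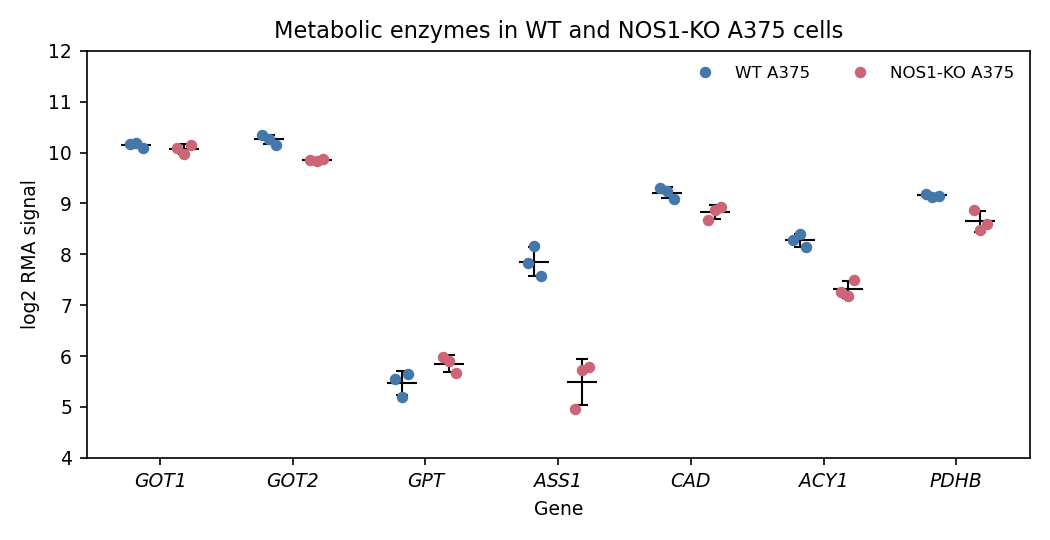
The log2 RMA signal (y axis) of 7 enzyme genes (x axis) on each of the 3 WT and 3 NOS1-KO arrays, shown as points with the group mean and SD as black marks. Of the 7 genes, ASS1 has the widest separation of the groups, from 7.58 to 8.15 on the WT arrays and from 4.96 to 5.79 on the NOS1-KO arrays, while the groups overlap for GOT1, which was not called.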

The transaminase GOT and GPT, and a key enzyme for the regeneration of arginine (ASS1) and CAD complex (carbamoyl-phosphate synthetase 2, aspartate transcarbamylase, and dihydroorotase) are downregulated in NOS1-deleted cells, implicating that NOS1 participates in ammonia metabolism and arginine regeneration. It has been reported that increased intracellular polyamine concentrations are essential for cell proliferation and tumorigenesis. Ornithine decarboxylase (ODC) is the rate-limiting enzyme for polyamine synthesis, and spermidine/spermine N-acetyltransferase (SAT1) a critical enzyme for polyamine exclusion, both of which are key regulators for intracellular polyamine concentration. 

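SAT1, which acetylates spermidine and spermine for export, rose in NOS1-KO cells from 7.12 ± 0.24 (SD, n = 3) to 7.71 ± 0.05 (SD, n = 3), a log2 fold change of 0.59 (standard error 0.127, adjusted p = 0.0208 from limma). P4HA1 and P4HA2, subunits of collagen prolyl hydroxylase, rose by 1.13 (standard error 0.124, adjusted p = 0.000883) and 1.01 (standard error 0.098, adjusted p = 0.00047). OAT, the aminotransferase that links ornithine with proline and glutamate, rose by 0.45 (standard error 0.108, adjusted p = 0.0317). ODC1, the gene of ornithine decarboxylase, was not analysed here. Of the 9 measured genes of Fig. 2D, 4 were higher (P4HA1, P4HA2, SAT1 and OAT), 4 were lower (ASS1, ACY1, PDHB and GOT2) and 1, CAD, was not called (4 higher and 5 lower when adjusted over the list alone). Their median log2 fold change was −0.383 and the list did not shift as a whole (camera adjusted p = 0.676). The study chose these genes on the same arrays, so the list is not independent evidence of a direction. The call of SAT1 ended without WT replicate 2 or without any one of the NOS1-KO arrays (adjusted p = 0.0568 to 0.0774), and that of OAT without any array except WT replicate 3 (adjusted p = 0.0813 to 0.1).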

We observed that the ODC expression decreased and the SAT1 level increased in NOS deleted cells, suggesting NOS1 plays a critical in regulating intracellular polyamine concentration (Fig. 2D).

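Of 72 measured genes of ribosome biogenesis, 27 were lower in NOS1-KO cells and 45 were not called (37 lower when adjusted over the list alone; 10 to 21 with 1 array left out). These genes had a median log2 fold change of −0.32 (camera adjusted p = 2.95e-14, and adjusted p = 0.103 with an estimated correlation). LYAR, a nucleolar protein, fell from 9.33 ± 0.10 (SD, n = 3) to 8.43 ± 0.15 (SD, n = 3), a log2 fold change of −0.90 (standard error 0.111, adjusted p = 0.00158 from limma), and POLR1B, a subunit of the RNA polymerase that makes ribosomal RNA, fell by 0.86 (standard error 0.109, adjusted p = 0.00178). RPL22L1, a paralog of a ribosomal protein gene, fell by 1.37 (standard error 0.131, adjusted p = 0.000439), and RPL29 fell by 0.67, the latter in the chromosome 3 stretch with a median of −0.352. Ribosomal proteins had 4 of 53 genes lower and 49 not called (4 lower when adjusted over the list alone). Of these 4 lower genes, 2 lie in the chromosome 3 stretch, RPL29 and RPL24 (−0.498). The median of the list came to −0.175 (camera adjusted p = 1.04e-05, and adjusted p = 0.341 with an estimated correlation). RNA polymerase subunits had 7 of 29 genes lower, among them POLR2H at −0.59, and 22 not called (13 lower when adjusted over the list alone). Their median was −0.218 (camera adjusted p = 2.33e-05, and adjusted p = 0.138 with an estimated correlation). In the spliceosome, 8 genes were lower and 93 were not called (8 lower when adjusted over the list alone; 0 to 7 with 1 array left out). The list had a median of −0.145 (camera adjusted p = 6.59e-06, and adjusted p = 0.231 with an estimated correlation). Aminoacyl-tRNA synthetases, which charge tRNAs for translation, had 1 of 35 genes higher, 4 lower and 30 not called (1 and 4 when adjusted over the list alone), with FARSA at −0.60. The median of this list was −0.225, with a camera adjusted p = 0.000383 and an adjusted p = 0.0721 with an estimated correlation. The proteasome had 2 of 33 genes lower, PSMA6 at −0.37 and PSMD6 at −0.52, the latter in the same stretch, and 31 not called (1 lower when adjusted over the list alone). Over the list, the median was −0.149 (camera adjusted p = 0.00333, and adjusted p = 0.357 with an estimated correlation). The call of PSMA6 ended without any 1 of the 6 arrays (adjusted p = 0.0729 to 0.14), and that of PSMD6 without NOS1-KO replicate 1 or 3 (adjusted p = 0.0595 to 0.0638).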

Gene set enrichment analysis (GSEA) found that the gene expression of NOS1 deletion mainly enriched in 37 processes-related KEGG pathways (Additional file 2: Table S1). 

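Of 19 measured genes of MHC class II antigen presentation, 12 were higher in NOS1-KO cells and 7 were not called (13 higher when adjusted over the list alone). Their median log2 fold change was 0.802 (camera adjusted p = 1.82e-10, and adjusted p = 0.0721 with an estimated correlation). HLA-DQA1, a chain of a class II molecule, rose from 7.10 ± 0.28 (SD, n = 3) to 8.72 ± 0.08 (SD, n = 3), a log2 fold change of 1.61 (standard error 0.141, adjusted p = 0.000264 from limma), and HLA-DRB1 rose by 1.30 (standard error 0.104, adjusted p = 0.000168). HLA genes of class II, and those of class I below, have near relatives whose RNA the probes of 1 gene may also bind. INHBA, which encodes a chain of activin A, rose by 1.85 (standard error 0.16, adjusted p = 0.000243), and VEGFC, a lymphatic growth factor, fell by 0.74 (standard error 0.095, adjusted p = 0.00186). Of 54 measured cytokines and chemokines, 11 were higher, 2 were lower and 41 were not called (13 and 2 when adjusted over the list alone). Their median was 0.108 (camera adjusted p = 0.00028, and adjusted p = 0.0974 with an estimated correlation). In MHC class I antigen presentation, HLA-C rose by 0.66 and HLA-G by 0.63, but of 26 genes 5 were higher, 2 were lower and 19 were not called (7 and 4 when adjusted over the list alone; 5 higher in every fit with 1 array left out and 0 to 1 lower, with none lower in 3 of the 6 fits), and the list did not shift (median 0.052, camera adjusted p = 0.373). Markers of immune cells, which are not expected in a melanoma line, had 1 of 21 genes lower and 20 not called by limma (2 higher and 1 lower at an unadjusted p under 0.05, and 1 higher by the methods' t-test for general comparisons after adjustment), and the 1 lower gene was also called when adjusted over the list alone. The median of these markers was 0.038, with a camera adjusted p = 0.585. Against no change, which fry tests, MHC class I antigen presentation was called higher (adjusted p = 0.0218), while against other genes camera gave an adjusted p of 0.263 to 0.495 with 1 array left out. Over all 48 lists, camera called 15 lower and 13 higher and left 20 without a call, and with an estimated correlation it called 0, against 17 at an unadjusted p under 0.05. Some of the lists that ended, such as JAK-STAT signaling (0.000566), had an estimated correlation under the preset 0.01. A raised correlation was therefore not what ended their calls.

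**Figure D2:**
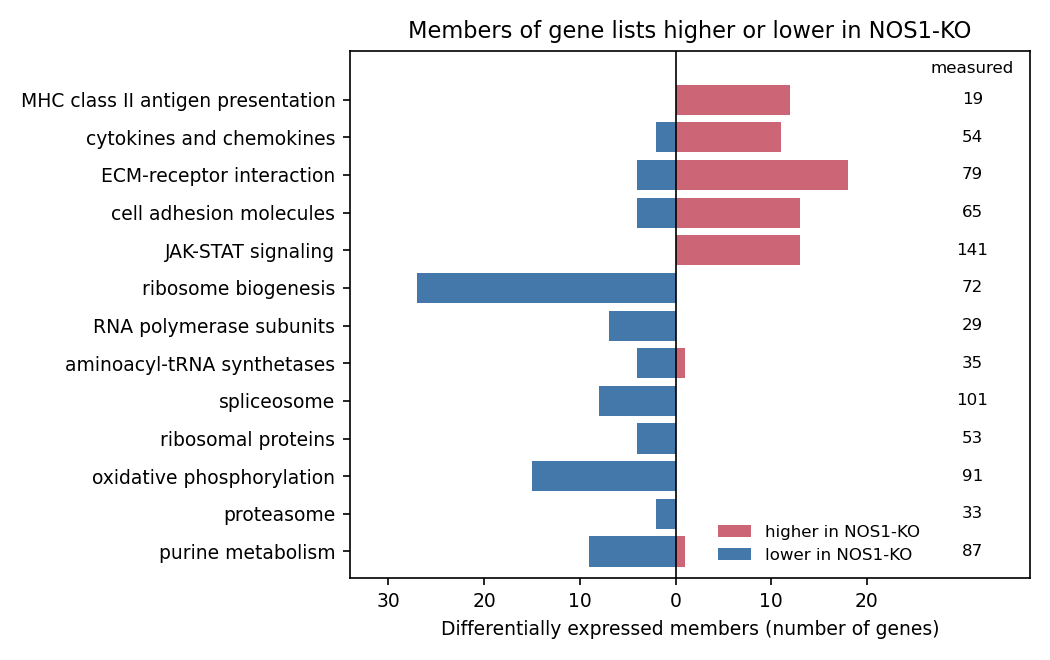
Number of differentially expressed genes (x axis, in genes) in 13 of the 48 lists (y axis), with genes higher in NOS1-KO cells to the right of 0 and lower ones to the left, and the number of measured genes of each list at the right edge. The 13 lists were picked for the plot after the results were known, and they run from MHC class II antigen presentation, with 12 genes higher, to ribosome biogenesis, with 27 lower, and purine metabolism, with 1 higher and 9 lower.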

The up-regulation pathways (21 terms) mainly exhibited enrichment of immune disease and regulation, whereas the down regulation pathways (16 terms) showed enrichment of metabolism and cellular progresses. We noticed that the genes in JAK-STAT signaling pathway, a key signaling of innate immune regulation, significantly enriched in upregulated genes of NOS1 deletion (Fig. 2E). 

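Of 141 measured genes of JAK-STAT signaling, 13 were higher in NOS1-KO cells and 128 were not called (13 higher when adjusted over the list alone; 6 to 12 with 1 array left out). The median log2 fold change over these genes was 0.083 (camera adjusted p = 0.00357, and adjusted p = 0.0721 with an estimated correlation). None was called lower by limma, against 5 at an unadjusted p under 0.05 and none by the methods' t-test for general comparisons after adjustment. The largest rise was that of IL13RA2, a receptor of interleukin-13, which rose 7.81-fold, from 8.16 ± 0.23 (SD, n = 3) to 11.12 ± 0.29 (SD, n = 3; log2 fold change 2.97, standard error 0.165, adjusted p = 2.78e-05 from limma). SPRY4, a feedback inhibitor of receptor tyrosine kinases, rose by 1.05 (standard error 0.111, adjusted p = 0.000732), LIF, a cytokine of the interleukin-6 family, by 0.77 (standard error 0.109, adjusted p = 0.00315) and CCND1, which encodes cyclin D1, by 0.64 (standard error 0.102, adjusted p = 0.00532). IL24, a cytokine gene, rose by 0.64 (standard error 0.129, adjusted p = 0.016) and lies in the later part of chromosome 1 with a median of 0.159. Both chains of the type I interferon receptor rose, IFNAR1 by 0.46 (standard error 0.114, adjusted p = 0.0358) and IFNAR2 by 0.40 (standard error 0.094, adjusted p = 0.0287). Of the 12 genes that the study took to qPCR, 11 were measured here under their own name and PIK3R3 was not analysed here. Of these 11, 7 were higher and 4 were not called (9 higher when adjusted over the list alone; 4 to 6 with 1 array left out). Over the list, the median was 0.458 (camera adjusted p = 7.75e-09, and adjusted p = 0.0721 with an estimated correlation). The study picked the pathway on the same samples and does not say how it chose these genes. Neither list is therefore independent evidence of a direction. The 4 without a call were IRF9 at 0.34 (adjusted p = 0.0644), EPOR at 0.31 (adjusted p = 0.0756), JAK1 at 0.26 (adjusted p = 0.18) and IFNGR2 at 0.19 (adjusted p = 0.246). The call of IFNAR1 ended without any array except WT replicate 3 (adjusted p = 0.0788 to 0.127), that of IFNAR2 without any 1 of the 6 arrays (adjusted p = 0.056 to 0.094), and that of IL24 without WT replicate 2 (adjusted p = 0.0509).

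**Figure D3:**
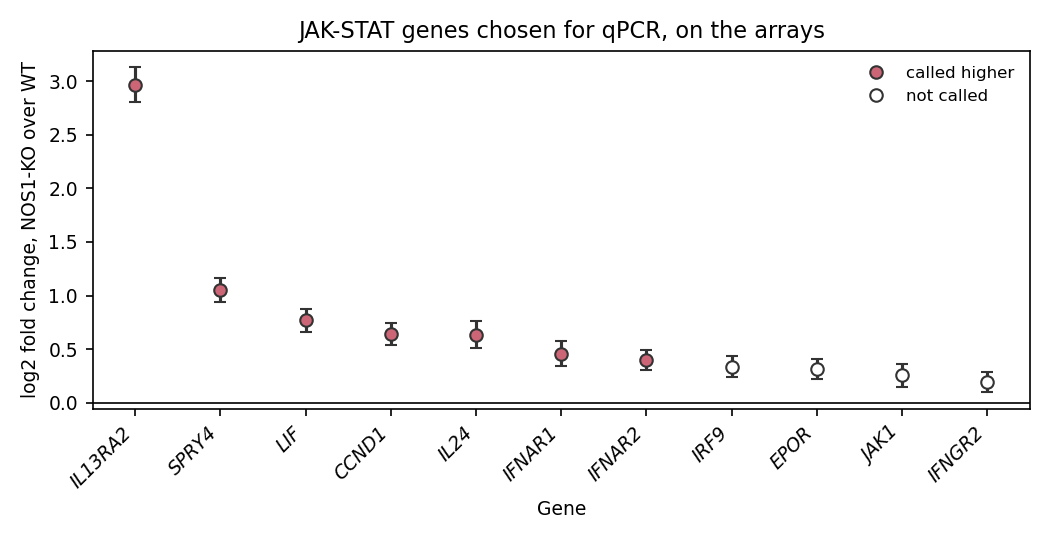
The log2 fold change of NOS1-KO over WT (y axis, log2 units) for the 11 measured genes tested by qPCR in the study (x axis), with the standard error from limma as bars, filled where the gene was called higher. All 11 points lie above 0, and 7 are filled, from IFNAR2 at 0.40 to IL13RA2 at 2.97.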

We tested the expression of components in JAK-STAT signal in NOS1-deleted cells using qPCR. Nine of 12 tested genes were upregulated in NOS1-deleted cells (Fig. 2F).

### NOS1 knockout activated the JAK-STAT signaling pathway

Dysfunction of JAK-STAT signal in cancer cells is crucial for cancer immune escape [21]. Therefore, we explored the role of NOS1 in the expression of genes in response to IFN$$\upalpha $$ (ISGs). A375 cells were stimulated with IFN$$\upalpha $$ (1000 IU/ml) for 12 hours with or without NOS1 inhibition ($$100\upmu $$M NPLA) and RNA-sequencing (RNA-Seq) was performed for gene expression profiling. The differential expression genes between cells with or without IFN$$\upalpha $$ stimulation were defined as ISGs. 290 ISGs were identified in A375 (CON-ISGs), while 460 ISGs identified in the NPLA-treatment group (NPLA -ISGs). Workflow of genomic comparison of NOS1-inhibitor versus NOS1-WT A375 cells was present in Fig. 3A.

**Fig. 3:**
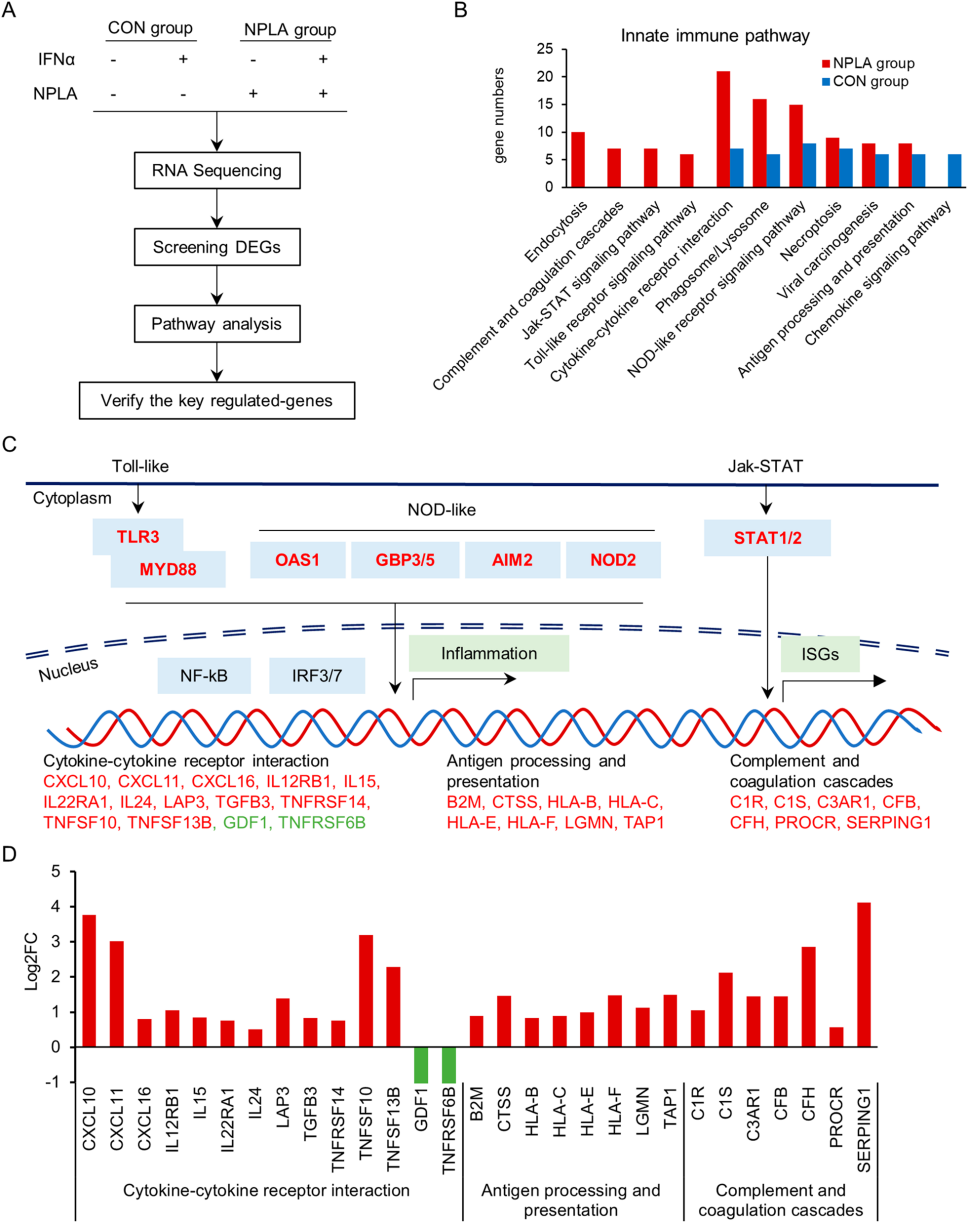
NOS1 regulated gene expression related to innate immune response. ** A** Schematic representation of the experimental design. ** B** KEGG analysis showed that the gene number and pathways enriched in interferon stimulating genes (ISGs) were increased by NOS1 inhibition (Red / Blue for NPLA / control group). ** C** Schematic diagram shows the up regulation of innate immune pathways in RNA-seq data with NOS1 inhibitor (N-PLA). The expression of key components of JAK-STAT and Toll-like pathway (TLR3, MYD88, STAT1/2, OAS1, AIM2, NOD2 and GBP3/5) and downstream signal events were increased by NOS1 inhibition. (Red and Green for up and down-regulation respectively). ** D** Log2FC of downstream genes were increased by NOS1 inhibition. (Red and Green for up and down-regulation respectively)

KEGG analysis of ISGs indicated that NOS1 deletion induced upregulation of cytokine-receptor interactions and downstream signals of JAK-STAT signaling, TOLL-like receptor signaling, and NODs receptor signaling, but not chemokines signaling pathways (Fig. 3B). These data suggested the NOS1 may act mainly on pathways of the immune reaction regulation but not the chemotaxis of immune cells.

KEGG analysis showed that NOS1-ISGs enriched in immunoreaction processes, cytokine-receptor interactions, JAK-STAT signaling, TOLL-like receptor signaling, and NODs receptor signaling, antigen processing and presentation, complement and coagulation cascades (Fig. 3C, D). NOS1 inhibition increased expression of TLR3, MYD88, STAT1/2, OAS1, AIM2, NOD2 and GBP3/5, key factors in response to IFN$$\upalpha $$ stimulation. Thus, these data suggested that NOS1 is involved in innate immune escape of melanoma.

### NOS1 deletion inhibited melanoma growth in xenograft mouse model

To validate the role of NOS1 in immune escape, we established lung metastasis of melanoma cells with or without NOS1 expression (NOS1-KO B16 and WT B16) in immune competent C57BL/6 mouse. MTT assay indicated consistently that the cell proliferation of NOS1-KO B16 was slower than WT B16 ($$\hbox {p} < 0.001$$, Additional file 3: Fig. S2). $$5\times 10{}^5$$ cells harvested at logarithm stage in culture were injected into C57BL/6 mice through tail vein for generating lung metastasis model ($$\hbox {n}=7$$). Ten days after injection, mice were sacrificed humanely and the number and size of metastatic nodules were evaluated. As shown in Fig. 4, the size of tumor nodes were significantly smaller in NOS1-KO groups ($$\hbox {p}<0.001$$, Fig. 4A).

**Fig. 4:**
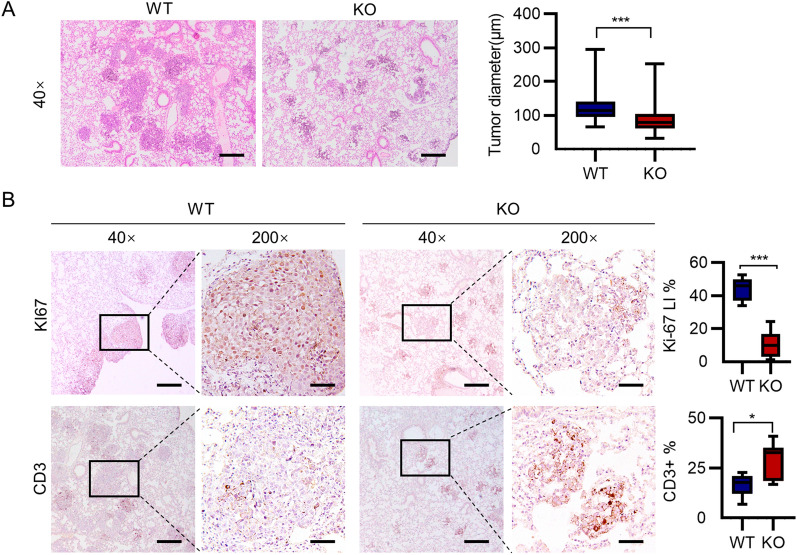
NOS1 deletion inhibits lung metastasis of melanoma. ** A** HE staining shows the diameter of lung nodule was small in NOS1-KO group than WT (***$$\hbox {p} < 0.001$$). ** B** Immunohistochemistry shows the intensity of Ki67 were decreased and CD3 increased in NOS1-KO than WT group. The proliferation index of Ki-67 was investigated through IHC in xenograft tumors. Scale bar: $$50 \; \upmu \hbox {m}$$

The histopathology with hematoxylin and eosin (H&E) staining showed that nodules of NOS1-KO melanoma have less number of melanoma cells and display poor cell morphology compared with the WT group. Ki67 staining also showed that proliferating cells in NOS1-KO nudes were significantly less than control groups ($$\hbox {p}<0.001$$, Fig. 4B). The immune cell infiltration in lung nodules were detected by staining with the pan-T cell marker CD3 ($$\hbox {p}<0.05$$, Fig. 4B). The percentages of CD3 positive cells in NOS1-KO nodules were significantly higher than the control group (Fig. 4B). The results confirmed that NOS1 knockout inhibited melanoma growth of lung metastasis and increased the immune cell infiltration. However, the immune inhibitory role modification by NOS1 expression might also contribute to the involve in its growth promotion in of melanoma.

### The NOS1 regulated immune response is correlated with clinical outcome

To better understand the role of NOS1 expression on immune modulation and clinical significance in melanoma, we investigated a cohort of transcription data of melanoma under high dose of rIL2 treatment down load from GEO (GSE32611). We analyzed the correlation of NOS1 expression with the key components (TLR3, MYD88, STAT1/2, OAS1, NOD2 and GBP3/5) in immune response pathways, JAK-STAT, NOD-LIKE, TOLL-LIKE pathway. Before rIL2 treatment, only GBP3 was negatively correlated with NOS1 expression (Fig. 5A). However, expression of eight genes encoding key immune factors were all negatively correlated with NOS1 after immune therapy (TLR3, STAT1, and GBP3/5 with $$R{}^2> 0.25$$; Fig. 5A). Consistent with our transcription data in vitro, NOS1 expression is correlated negatively with the function of immunomodulation pathways.

**Fig. 5:**
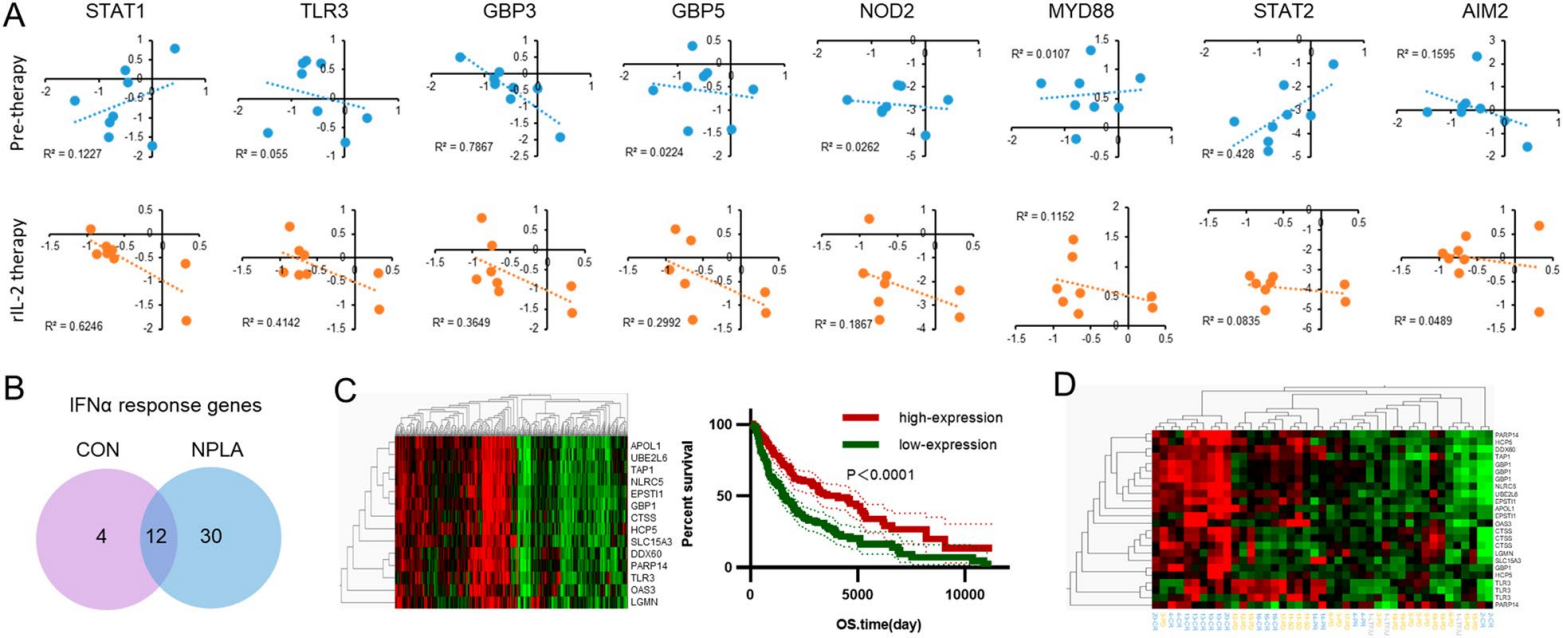
NOS1-inhibition increase the clinical effect of melanoma. ** A**STAT1, TLR3, GBP3 and GBP5 significantly negatively correlated with NOS1. $$R{}^2>0.25$$. ** B** The graph of NPLA-treatment group (IFN$$\upalpha $$-NPLA vs. NPLA) and control group (IFN$$\upalpha $$ vs. control) showed 30 unique NOS1-IFN related genes. ** C** Left panel: The heatmap of 14 NOS1-IFN related genes in 471 clinical samples. Right panel: The overall survival time of the group of high-expression NOS1-IFN related genes was significantly longer than that of the low expression group. (***$$\hbox {p} < 0.001$$). ** D** The remission of the high-expression NOS1-IFN related genes group was significantly longer than that of the low expression group. (**$$\hbox {p} < 0.01$$)

We further explored the clinical significance of NOS1 expression and its immune modulation from TCGA database of melanoma patients. Of 471 melanoma clinical samples, NOS1 expressed low level in most samples and found no different among four clinical stages (Additional file 4: Fig.S3) and could not predicate the survival prognosis of patients (data not shown). With stringent cut off (p-adjust $$< 0.05$$), 16 ISGs were identified in A375 (con-ISGs), while 42 ISGs identified in the NPLA-treatment group (NPLA -ISGs). Venn diagram classed 30 genes uniquely in NOS1 inhibited group, which defined as NOS1 modulated immune response gene (NOS1-ISGs) (Fig. 5B). Immune gene signatures have been shown to be associated with patient outcomes such as disease-free and overall survival, response to chemotherapy. We downloaded 471 transcriptional profiles associated with their clinical parameters. Through hierarchical clustering analysis (Qlucore Omics Explorer 3.2), 14 NOS1-ISGs self-organize 471 patients into major two groups, high or low NOS1-ISGs groups. Examined the prognostic performance of the two groups by Kaplan–Meier analysis showed that the overall survival time of the high-NOS1-ISGs group was significantly longer than that of the low -NOS1-ISGs group ($$\hbox {p}<0.001$$, Fig. 5C). We further analyzed the tumor remission by using these 14 NOS1-ISGs in 19 patients under chemotherapy (GSE10282). As showed in Fig. 5D that the tumor remission in high-NOS1-ISGs group was more significant than low-NOS1-ISGs group.

## Discussion

Nitric oxide is a soluble endogenous gas working as a critical metabolic regulator in metabolism reprogramming of tumorgenesis [25]. NO-induced S-nitrosation activates oncogenic signaling cascades or directly alters activities of metabolic enzymes [26]. Our previous study showed that NOS1 expression in ovarian cancer promoted tumor glycolysis and growth through S-nitrasylation of the key enzyme (PFK1) [20]. In this study, we also observed that metabolic reprogramming is the major alteration in NOS1 deleted melanoma cells. NOS1 high-expression accompanies with up-regulation of multiple metabolic pathways for macromolecule synthesis and down-regulation of mitochondrial respiration [27, 28]. Thus, NOS1 expression might shift metabolism of redirect nutrients into anabolic pathways to maintain biomass production for supporting uncontrolled proliferation of cancer cells. Our data showed that NOS1 upregulated the regeneration of arginine. It has been indicated that arginine is a strong inducer of histone acetylation and deprivation of arginine leads to high histone methylation such as H3K9me3 and H3K27me3 [29], contributing the silencing of genes involved in mitochondrial functions including OXPHOS, purine and pyrimidine synthesis, DNA repair, etc [30–32]. Whether regulation of the arginine regeneration is a causal mechanism for NOS1 related global enhanced expression of metabolic, mitochondrial and pyrimidine synthesis needs to be further studied.

Innate immunity is crucial for immune-surveillance and anti-tumor therapy [33, 34]. NO generated by tumor cells impairs the TLR signaling pathway in anti-tumor immunity [21]. In this study, NOS1 deletion in melanoma up-regulated the expression of IFN$$\upalpha $$ regulating genes. NOS1 related immune response genes prognosis poor chemotherapy efficacy and shorter overall survival of melanoma patients. It is noticed that NOS1 induced a significant alteration of transcription profiles only under condition of IFN$$\upalpha $$ stimulation but not in basal levels, indicating that NOS1 impaired the activity of immune regulatory signaling. Most NOS1-repressing interferon-response genes are cytokines and chemokines downstream of the JAK-STAT and TOLL–LIKE signaling pathways. The releases of these molecules play a critical role in the activation of interferon-induced antitumor immune-response. It was confirmed by the observation of the increased recruitment of CD3+ cells in NOS1-deleted tumors. Deletion of NOS1 leads to down-regulation of innate immune and switching “cold” tumors to “hot”, suggesting NOS1 could be a potential target for tumor immune therapy.

Arginine metabolism has recently emerged as a critical pathway for controlling immune cell function [35]. In addition to epigenetical regulation of gene transcription, arginine is a precursor for polyamine synthesis [36]. In cancer cells, polyamine metabolism is frequently dysregulated, which promotes transformation and tumor progression [37, 38]. Inhibition of polyamine synthesis induces autonomous cancer cell death and enhances immune response [37, 39]. However, the causal relationship between polyamine synthesis and NOS1-induced downregulation of innate immune signaling needs to be further studied.

## Conclusions

Our finding indicated that NOS1 plays a critical role in immune escape of melanoma. The immunogenic heterogeneity of human melanoma could be classified by NOS1 regulated immune response genes. NOS1 signature predicts chemotherapy efficacy and the survival prognosis for melanoma patients. Targeting NOS1 might be benefit in melanoma therapeutic management.

## Supplementary Information

**Additional file 1: Fig: S1.** The sequence analysis of recombinant plasmid p2u6-NOS1.

**Additional file 2: Table S1.** GSEA result of the transcriptome data.

**Additional file 3: Fig. S2.** MTT assay showed NOS1-KO B16 cells grow slower than WT group (***p < 0.001).

**Additional file 4: Fig. S3.** NOS1 expression level among four clinical stages in 471 melanoma clinical samples.

## Data Availability

The datasets generated and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

NOS1: Nitric Oxide Synthase 1
NO: Nitric oxide
GSEA: Gene set enrichment analysis
DEGs: Differential expression genes
IFN: Interferon
ISGs: Interferon-stimulated genes
ODC: Ornithine decarboxylase
SAT1: Spermidine/spermine-N1-acetyltransferase
ASS1: Argininosuccinate synthase 1

How the deposited data were processed for this re-analysis (not part of the article)

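RNA of WT A375 melanoma cells and of NOS1-KO A375 cells was measured on Affymetrix Clariom S human arrays, with 3 arrays per group, and every array was mapped to its group by its label and the paper. The authors made the values with RMA at default settings and global scaling, in a version not stated in the sources used here, and deposited them as log2 signal intensities, one value per feature and array. These log2 values were not changed, and no sample column was left unused. The deposited table holds 27189 features, of which 5741 are controls and were left out, and 21448 are transcript clusters, which were all tested. Gene symbols came from the array annotation, updated through the gene identifiers of the RefSeq table of GRCh38.p14. Of the transcript clusters, 17709 carry 1 symbol and stand for 17687 genes, of which 20 have more than 1 feature, and 3739 are unnamed here. Nearly all genes have 1 feature, and for the others the feature with the highest mean over the 6 arrays was used in the gene lists. GPT2, ODC1, PIK3R3 and STAT2, which the paper names, were not analysed here.

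The signals of the arrays had medians between 6.61 and 6.65. Across transcript clusters, which are not independent of each other, the correlation between arrays was 0.990 to 0.994 within a group and 0.983 to 0.986 between the groups. The median standard error of a log2 fold change was 0.117, and the number of arrays limits the precision. An exact permutation test of 3 arrays against 3 cannot go below 0.1, so single genes were tested with limma, which shares the estimate of the spread across genes.

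NOS1-KO was compared with WT with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a constant prior, no covariate). A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.2, as the methods state, and the count at an unadjusted p under 0.05 and a fold change of at least 1.2, as the results text states, was taken as a second result. All adjusted p-values of genes are from limma unless another test is named. Genes were named by a fixed rule: the 10 largest rises and the 10 largest falls among called genes whose NOS1-KO values all lie on one side of the WT values, every gene that the paper names for A375 cells, and for each list the 2 called members with the largest rise and the 2 with the largest fall. The fold changes drawn in Fig. 2D and Fig. 2F and the gene names in Fig. 2C had been seen when this rule was written. Not every gene that the rule gives is printed, and after the results were seen, genes whose call held with every array left out were preferred as examples.

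The gene lists, tested with camera at a preset correlation of 0.01 and adjusted over the 48 lists, were ribosomal proteins, ribosome biogenesis, spliceosome, oxidative phosphorylation, proteasome, aminoacyl-tRNA synthetases, RNA polymerase subunits, DNA replication, G1/S genes, G2/M genes, cyclins and CDK inhibitors of G1, DNA repair, purine metabolism, pyrimidine metabolism, one-carbon and serine metabolism, alanine, aspartate and glutamate metabolism, arginine and proline metabolism, branched-chain amino acid degradation, cysteine and methionine metabolism, pentose phosphate pathway, glycolysis, glutathione and phase II metabolism, cholesterol synthesis, JAK-STAT signaling, the JAK-STAT genes tested by qPCR, interferon-stimulated genes, MHC class I and class II antigen presentation, cytokines and chemokines, NF-kB targets, ECM-receptor interaction, focal adhesion and actin, cell adhesion molecules, melanocyte differentiation, the dedifferentiated AXL-high melanoma state, MAPK pathway output, p53 targets, MYC targets, ATF4 and unfolded protein response, hypoxia response, heat shock proteins, immediate early genes, the interferon, Toll-like and NOD-like genes named by the paper, the urea cycle and polyamine genes of Fig. 2D, and markers of immune cells, fibroblasts, keratinocytes and epithelium, and endothelium. They were written from general knowledge of these pathways, apart from the 3 lists of genes that the paper names.

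The counts of called genes were computed again with a mean-variance trend in limma, with the methods' t-test, without the dimmest 33.3% of features, after quantile normalization of the deposited values, with each array centred on its median, with one feature per symbol, with array weights, with a replicate block, with each array left out and with other fold change thresholds. The gene lists were tested again with an estimated correlation, with fry, with fgsea 1.28.0, with the mean of all features of a gene, without the dimmest 33.3% of features, after quantile normalization, with the replicate block and with each array left out. The named genes were tested again with the trend, the methods' t-test, quantile normalization, centring, the replicate block and each array left out, and the median of the chromosome 3 stretch was computed again with quantile normalization, with centring and with each array left out. For the arrays the methods name a moderated test, which limma's is, and they name the t-test for general comparisons. Camera and fgsea compare a list with other genes, while fry tests it against no change, so that a call by fry does not show a shift relative to other genes. Leaving out the genes of the chromosome 3 stretch was added after the data had been seen. The fits were tested on simulated data for all 21448 transcript clusters, of which 200 were changed. For this comparison, 6% of 67 features changed by 0.4 (log2), 76.1% of 67 changed by 0.8 and 97% of 66 changed by 1.6 were called, with 12 unchanged features called. More features were called in the data, where the adjusted threshold was therefore less strict, so these shares do not carry over to it. The list with a simulated shift was called, and of the other lists camera called none. The simulated noise was independent for each feature, so this does not test calls of lists whose members vary together. In the data the estimated correlation within a list was −0.0856 to 0.256. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.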

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

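The tests below were chosen after the results had been seen, or had their measure or bound rewritten after a first outcome, apart from the test of other groupings of the arrays, which was chosen when the patterns but not its outcome were known.

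Several lists that the paper does not discuss were higher in NOS1-KO than in WT cells, with median log2 fold changes of 0.343 for immediate early genes, 0.239 for the hypoxia response, 0.187 for the dedifferentiated AXL-high melanoma state, 0.13 for melanocyte differentiation and 0.125 for NF-kB targets (adjusted p = 0.0721 to 0.166 with an estimated correlation). These lists were picked as outside the paper's discussion after the results were known.

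A stretch of neighbouring genes on chromosome 3, from TRNT1 to QTRT2 in the gene order of GRCh38.p14, was lower in NOS1-KO cells, with a median log2 fold change of −0.352 over its 348 genes outside the dimmest 33.3% of features (25th to 75th percentile −0.555 to −0.104), 140 of them called lower and 7 higher, against a median of −0.044 over 271 such genes of the rest of the chromosome. With the dim genes, which were left out of these medians, the stretch holds 532 named genes, 148 called lower and 10 higher. Its ends were set on the same values, and the lowest median of the 4557 windows of equal size on other chromosomes was −0.066. A trend of fold change with signal level is argued against, since the lowest median of 10000 sets of genes from other chromosomes matched on mean signal was −0.047. Fewer copies of the stretch in the NOS1-KO line and loss of NOS1 acting on its genes cannot be told apart, since the arrays hold 1 knockout line and DNA was not measured.

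Growth genes were lower in NOS1-KO cells, with median log2 fold changes of −0.32 for ribosome biogenesis, −0.315 for MYC targets, −0.28 for DNA replication and −0.272 for G1/S genes, although these calls end with an estimated correlation (adjusted p = 0.0721 to 0.154). A trend of fold change with signal level is argued against, since 0 of 10000 random lists matched on mean signal had a median as low, for each of the 4 lists (lowest medians −0.152, −0.159, −0.232 and −0.241, in the same order). The chromosome 3 stretch holds 1 of the 72 ribosome biogenesis genes, 1 of the 53 MYC targets and none of the other 2 lists, but an effect of losing the stretch on genes elsewhere cannot be told apart from one of NOS1, since the arrays hold 1 knockout line. The slower growth of NOS1-KO cells that the paper reports (Fig. 1) may go with these genes, and this hypothesis stays open, since growth rate, knockout and line were not varied separately.

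MHC class II genes were higher in NOS1-KO cells, with a median log2 fold change of 0.802 over 19 genes, a call that ends with an estimated correlation (adjusted p = 0.0721). Binding of related HLA genes to each other's probes is argued against as the whole source, since CIITA, the activator of class II genes, rose by 1.10 (adjusted p = 0.00053), HLA-DRA by 0.90 (adjusted p = 0.000933) and CD74, the class II chaperone, by 0.788 (adjusted p = 0.00136), 3 genes chosen after their values were seen, of which CIITA and CD74 are not HLA genes. Exposure of the cells to interferon is argued against, since interferon-stimulated genes had a median of −0.033 (25th to 75th percentile −0.311 to 0.182). Immune cells among the NOS1-KO cells are argued against as the whole source, since they would bring their other abundant transcripts, and the largest rise among 21 immune markers on the linear scale, with 2 standard errors added, was 2.92% of that of HLA-DRA. This measure replaced 3 others after their values were seen: the highest (0.315, CD14) and the median (−0.05) log2 fold change of PTPRC, TYROBP, LYZ, CD14, AIF1 and CD68, and the number of markers called higher by limma (0, against 2 at an unadjusted p under 0.05 and 1 by the methods' t-test for general comparisons). Signals of different probes are only roughly comparable, and a small share of such cells is not excluded. LYZ was the 1 marker called lower, by 0.77, a call that ended without WT replicates 2 or 3 or NOS1-KO replicate 1 (adjusted p = 0.0554 to 0.0672), and an effect of NOS1 or of the line on class II genes stays open as an untested hypothesis.

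The 6 arrays make 10 splits into groups of 3, too few for a share under 0.05. The real split gave 2026 differentially expressed transcript clusters and the highest of the other splits 0, so that 1 of the 10 splits gave as many.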

How the results depend on the processing

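The alternatives were set in advance, except that leaving out the chromosome 3 stretch, which gave 940 genes higher and 871 lower at adjusted p and changed no list's call, was chosen after the data had been seen. Of the 28 lists called at adjusted p, all kept their call and direction under fgsea, quantile normalization, the replicate block, the mean of all features of a gene and without the dimmest 33.3% of features, and with 1 array left out all but purine metabolism, which ended without WT replicate 2 (0.0529, range 0.00913 to 0.0529). All 28 were also called in the same direction by fry, which tests a list against no change and so answers another question than camera. With an estimated correlation all 28 ended: the adjusted p was 0.0721 for aminoacyl-tRNA synthetases, DNA replication, JAK-STAT signaling, its qPCR genes, MHC class II, ECM-receptor interaction, cell adhesion molecules, the AXL-high state, MYC targets and hypoxia, 0.0974 for cytokines and melanocyte differentiation, 0.103 for ribosome biogenesis, 0.138 for RNA polymerase, cysteine and methionine metabolism, MAPK output and immediate early genes, 0.146 for one-carbon metabolism, 0.154 for G1/S, 0.166 for NF-kB targets, 0.216 for purine metabolism, 0.231 for the spliceosome, 0.255 for DNA repair and glycolysis, 0.34 for pyrimidine metabolism, 0.341 for ribosomal proteins, 0.357 for the proteasome and 0.38 for oxidative phosphorylation. The estimated correlation was under the preset 0.01 for aminoacyl-tRNA synthetases (−0.00879), JAK-STAT signaling (0.000566) and ECM-receptor interaction (0.00164). It was also lower for cell adhesion molecules (−0.00559), melanocyte differentiation (−0.0295), the AXL-high state (−0.0197) and hypoxia (0.00647). In these lists, a raised correlation was not what ended the call. In the other called lists the estimate was above 0.01, up to 0.256 for ribosomal proteins.

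Of the lists without a call by camera, fry called against no change alanine, aspartate and glutamate metabolism (0.00257), cholesterol synthesis (0.0155), MHC class I (0.0218), focal adhesion (0.0408), p53 targets (0.0116), keratinocyte (0.0301) and endothelial markers (0.013). Against other genes, lists gained a call under fgsea for alanine, aspartate and glutamate (0.0367) and glutathione metabolism (0.00623), and without the dimmest 33.3% for alanine, aspartate and glutamate metabolism (0.0217) and focal adhesion (0.0466). With 1 array left out, alanine, aspartate and glutamate metabolism lay between 0.0474 and 0.0947, called without WT replicate 2, and cholesterol synthesis between 0.04 and 0.14, called without NOS1-KO replicate 1. The direction reversed, with no call either way, for ATF4 and unfolded protein response (fgsea 0.227, replicate block 0.906, quantile normalization 0.894, and without WT replicate 1, 0.73, or 2, 0.914, or NOS1-KO replicate 1, 0.771, or 2, 0.93), heat shock proteins (fgsea 0.709), fibroblast markers (fgsea 0.94, without the dimmest 33.3% 0.893, without NOS1-KO replicate 1 0.85), and, without the dimmest 33.3%, interferon-stimulated genes (0.296) and the paper's interferon genes (0.744), and for the genes of Fig. 2D without the stretch (0.406). Over all left-out arrays, reversed or not, the adjusted p was 0.636 to 0.93 for ATF4 and unfolded protein response and 0.686 to 0.997 for fibroblast markers.

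The counts at adjusted p were 1351 higher and 1618 lower with a mean-variance trend, 416 and 334 with the methods' t-test (named for general comparisons, while for the arrays they name a moderated test, as limma's is), 475 and 436 with a fold change over 1.5 and 250 and 139 with limma treat. With 1 array left out they were 507 to 786 and 429 to 833, where fewer arrays are tested. At unadjusted p they were 505 and 472 with a fold change over 1.5 and 765 and 770 with limma treat, and 2049 to 2394 and 2169 to 2657 with 1 array left out. No scaling moved the share of higher against lower calls by more than 10 percentage points. The cause was not tested, except that a stricter fold change leaves fewer calls by construction. Fewer arrays need not do so. Without WT replicate 1, the counts at unadjusted p were 2394 higher and 2657 lower, against 2251 and 2511 with all arrays. Arrays with the same replicate number did not deviate together (r = 0.062, −0.019 and −0.178 across transcript clusters, 0 of 3 WT arrays closest to their own number), so no pairing by number was seen. This cannot show that samples with the same number were handled apart, and the labels do not say. The replicate block gave 672 higher and 682 lower.

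Of 143 named genes 128 were called, none of these called genes turned its sign under any alternative, and 128 kept their call with a mean-variance trend, 125 after quantile normalization, 127 with each array centred on its median, 110 with the replicate block, 74 with the methods' t-test for general comparisons and 92 to 106 with 1 array left out. With every single array left out, 87 stayed called and 41 did not. With 1 array left out, no member was called in that direction in at least 1 of the 6 fits for the lower genes of the spliceosome, proteasome, G2/M, DNA repair, pyrimidine metabolism, glycolysis, MHC class I, p53 targets, the interferon genes named by the paper, immune and fibroblast markers, and for the higher genes of aminoacyl-tRNA synthetases, alanine, aspartate and glutamate metabolism, branched-chain amino acid degradation, cysteine and methionine metabolism, the pentose phosphate pathway, MYC targets, fibroblast and keratinocyte markers. NOD2 turned its sign, uncalled throughout, after quantile normalization (0.948), with centring (0.969) and without WT replicates 2 (0.993) or 3 (0.865) or NOS1-KO replicates 1 (0.828) or 3 (0.946), and GBP3 without WT replicates 1 (0.762) or 2 (0.882). Over all left-out arrays, turned or not, the adjusted p was 0.595 to 0.993 for NOD2 and 0.256 to 0.981 for GBP3. In simulated data with 200 changed features, 6% of those changed by 0.4 (log2) were called. The data held 2026 called transcript clusters, so the adjusted threshold was less strict there, and this share does not carry over. The alternative log2(value + 16) was set for linear values and was not run, since the values are on the log2 scale.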

Differences from the paper's values

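At the thresholds in the results text, an unadjusted p under 0.05 and a fold change of at least 1.2, limma gave 4762 differentially expressed transcript clusters, 2511 lower and 2251 higher in NOS1-KO cells, against the paper's 2203, 1138 and 1065. Of the alternatives set before the data were examined, limma treat against a fold change of 1.2 gave 1535, 770 and 765, within 1.5 times the paper's counts, and the others did not (977, 472 and 505 with a fold change over 1.5, and 3589 to 5280 in all under the rest). At the adjusted p that the methods state, limma gave 2026, 1049 and 977, within 1.5 times the paper's counts. The smallest p has a −log10 of 9.95 here, against about 5.8 in Fig. 2A, read by eye, while on the scale of adjusted p the value here is 5.62, so that the values match on that scale. Of the alternatives, the methods' t-test, which they do not name for the arrays (6.85), and leaving out NOS1-KO replicate 1 (8.15), 2 (8.42) or 3 (8.44) came within 1.5 times the paper's value on the unadjusted scale, and the others did not.

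The fold changes that Fig. 2D prints for GOT2, ACY1, ASS1, CAD, OAT and SAT1 match those found here. The paper states that CAD is lower in NOS1-deleted cells, and here its log2 fold change of −0.38 was not called (adjusted p = 0.0605), while a mean-variance trend in limma (0.00923) and centring each array (0.0488) called it, and the other alternatives gave up to 0.19. It states the same of the transaminases GOT and GPT, and here GOT2 was called lower (−0.40), GOT1 was not called (−0.08, adjusted p = 0.662) and GPT was not called (0.38, adjusted p = 0.129). That statement does not say which GOT and GPT genes it means. The measured genes of Fig. 2D include GOT2 but neither GOT1 nor GPT, and GPT2 was not analysed here. The values of GOT1 and GPT therefore need not differ from the paper's. Table S1, made with GSEA, has glutathione metabolism among the lower gene sets. Here fgsea, a test of the same kind, also called the list of glutathione and phase II genes lower (adjusted p = 0.00623). Camera did not call it (adjusted p = 0.373, with 0.23 to 0.494 for left-out arrays), and the list also holds genes outside glutathione metabolism. The paper names focal adhesion among the KEGG pathways of its upregulated genes, which rests on counts of called genes. Here 7 of 61 measured genes of the focal adhesion and actin list, written from general knowledge, were higher and 2 lower. Among all 17687 named genes, 870 were higher and 910 lower, a smaller share of higher genes. As a shift against other genes, another measure, the list was not called by camera (adjusted p = 0.0863, with 0.0571 to 0.248 for left-out arrays). Camera without the dimmest 33.3% of features (0.0466) and fry, which tests against no change (0.0408), called it higher. Fig. 2F shows no rise of IFNAR1 by qPCR, and on the arrays it was called higher (log2 fold change 0.46, adjusted p = 0.0358), a call that ended without any array except WT replicate 3 (0.0788 to 0.127). Fig. 2F shows IRF9, IFNGR2 and JAK1 higher by qPCR, and on the arrays their log2 fold changes of 0.34, 0.19 and 0.26 were above 0 but not called, while IL13RA2, SPRY4, LIF, CCND1, IL24 and IFNAR2 were called higher.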

Other observations

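The values below were all tested as lists fixed in advance, apart from the later part of chromosome 1, which was found by looking at the values, and single genes were picked from those that the fixed rule gives, with a preference, set after the results were seen, for genes whose call held with every array left out.

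Genes that cells raise under low oxygen were higher in NOS1-KO cells. Of 32 measured genes of the hypoxia response, 14 were higher and 18 were not called (14 higher when adjusted over the list alone), with a median log2 fold change of 0.239 and a camera adjusted p = 1.58e-06, against an adjusted p = 0.0721 with an estimated correlation. They include the prolyl hydroxylase subunits P4HA1 (1.13) and P4HA2 (1.01) and the glucose transporter SLC2A3 (0.90). Immediate early genes, which follow growth factor signals, had 9 of 21 higher and 12 not called (13 higher and 1 lower when adjusted over the list alone), with NR4A2, a nuclear receptor, at 1.73 (standard error 0.125, adjusted p = 0.000117), a median of 0.343 and a camera adjusted p = 8.76e-08, against an adjusted p = 0.138 with an estimated correlation. NF-kB targets, among them CXCL8 and TRAF1, had 8 of 36 higher and 28 not called (11 higher when adjusted over the list alone), with a median of 0.125 and a camera adjusted p = 9.43e-05, against an adjusted p = 0.166 with an estimated correlation.

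In melanocyte differentiation, 8 of 32 genes were higher, 1 was lower and 23 were not called (9 and 2 when adjusted over the list alone), with a median of 0.13 and a camera adjusted p = 0.00398, against an adjusted p = 0.0974 with an estimated correlation. RXRG rose by 1.86 (adjusted p = 2.78e-05) and lies in the later part of chromosome 1 with a median of 0.159, BCL2A1, an apoptosis inhibitor, rose by 1.49, and S100A1 fell by 1.04. In the dedifferentiated AXL-high state, 8 of 34 genes were higher, 1 was lower and 25 were not called (11 and 1 when adjusted over the list alone), with a median of 0.187 and a camera adjusted p = 0.000177, against an adjusted p = 0.0721 with an estimated correlation. MYC targets had 1 of 53 higher, 16 lower and 36 not called (2 and 30 when adjusted over the list alone; 0 to 1 higher and 8 to 15 lower with 1 array left out). RCL1 was at −0.77, and the list had a median of −0.315 and a camera adjusted p = 1.12e-10, against an adjusted p = 0.0721 with an estimated correlation.

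Interferon-stimulated genes went both ways, with 3 of 66 higher, 6 lower and 57 not called (7 and 10 when adjusted over the list alone; median −0.033, camera adjusted p = 0.478). IFITM2 rose by 0.53 and UBE2L6, an enzyme of ISG15 conjugation, fell by 0.96. Of the 7 measured interferon, Toll-like and NOD-like genes that the paper names for other experiments, AIM2 was higher (1.22, adjusted p = 0.00435), in the later part of chromosome 1 with a median of 0.159, TLR3 (−1.13, adjusted p = 0.0265) and OAS1 (−0.58, adjusted p = 0.025) were lower, and NOD2 (0.01), GBP3 (−0.02), GBP5 (−0.26) and MYD88 (−0.36, in the chromosome 3 stretch) were not called (1 higher and 3 lower when adjusted over the list alone; median −0.255, camera adjusted p = 0.259). TLR3 and OAS1 were dim in both groups, under the array medians of 6.61 to 6.65. The call of TLR3 ended without WT replicates 1 or 3 or NOS1-KO replicates 1 or 2 (adjusted p = 0.069 to 0.112), and that of OAS1 without WT replicates 1 or 2 or NOS1-KO replicates 1 or 3 (0.0683 to 0.0975). MYD88 was called with a mean-variance trend in limma.

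Stress lists did not shift. The ATF4 and unfolded protein response had 8 of 38 genes higher, 3 lower and 27 not called (11 and 8 when adjusted over the list alone; 1 to 4 higher and 2 to 3 lower with 1 array left out). DNAJC3 was at 0.80, and the list had a median of −0.115, a mean of 0.013 and a camera adjusted p = 0.976. Heat shock proteins had 2 of 18 higher, HSPA13 at 0.68 and DNAJB4 at 0.61, and 16 not called (2 and 1 when adjusted over the list alone; median −0.067, camera adjusted p = 0.586). Among 29 p53 targets, 3 were higher, 2 lower and 24 not called (3 and 3 when adjusted over the list alone; median 0.055, camera adjusted p = 0.295), with a camera adjusted p of 0.219 to 0.426 with 1 array left out and an adjusted p of 0.0116 under fry, which here and below tests a list against no change and not against other genes. Cholesterol synthesis had 4 of 20 genes higher, among them INSIG1 at 0.57, and 16 not called (5 higher when adjusted over the list alone; median 0.149, camera adjusted p = 0.0822), and was called without NOS1-KO replicate 1 (adjusted p = 0.04, range 0.04 to 0.14) and by fry (0.0155).

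Markers of other cell types did not shift with camera either. Fibroblast markers had 1 of 13 genes higher, 1 lower and 11 not called (1 and 2 when adjusted over the list alone; median −0.009, camera adjusted p = 0.939). Keratinocyte and epithelial markers had 1 of 13 higher, KRT19 at 0.40, and 12 not called, with none passing when adjusted over the list alone (2 higher and 2 lower at an unadjusted p under 0.05 by limma, none by the methods' t-test for general comparisons; median 0.134, camera adjusted p = 0.366), and the call of KRT19 ended without any 1 of the 6 arrays (0.0669 to 0.144). Endothelial markers had 1 of 10 higher, the VEGF receptor FLT1 at 1.95 (adjusted p = 1.92e-05), and 9 not called (1 higher when adjusted over the list alone; median 0.011, camera adjusted p = 0.458), while fry called the endothelial (adjusted p = 0.013, with 0.305 to 0.65 by camera with 1 array left out) and keratinocyte markers (0.0301, with 0.294 to 0.498 by camera).

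In the later part of chromosome 1, from IFI16 on in the gene order of GRCh38.p14, 361 genes outside the dimmest 33.3% of features had a median log2 fold change of 0.159, with 60 called higher and 3 lower, against a median of 0.004 over the 896 such genes before it.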
